# Profiling of miRNAs and target genes related to cystogenesis in ADPKD mouse models

**DOI:** 10.1038/s41598-017-14083-8

**Published:** 2017-10-26

**Authors:** Yu Mi Woo, Do Yeon Kim, Nam Jin Koo, Yong-Min Kim, Sunyoung Lee, Je Yeong Ko, Yubin Shin, Bo Hye Kim, Hyowon Mun, Seonju Choi, Eun Ji Lee, Jeong-Oh Shin, Eun Young Park, Jinwoong Bok, Jong Hoon Park

## Abstract

Autosomal polycystic kidney disease (ADPKD) is a common inherited renal disease characterized by the development of numerous fluid-filled cysts in both kidneys. We investigated miRNA-mediated regulatory systems and networks that play an important role during cystogenesis through integrative analysis of miRNA- and RNA-seq using two ADPKD mouse models (conditional *Pkd1-* or *Pkd2*-deficient mice), at three different time points (P1, P3, and P7). At each time point, we identified 13 differentially expressed miRNAs (DEmiRs) and their potential targets in agreement with cyst progression in both mouse models. These targets were involved in well-known signaling pathways linked to cystogenesis. More specifically, we found that the actin cytoskeleton pathway was highly enriched and connected with other well-known pathways of ADPKD. We verified that miR-182-5p regulates actin cytoskeleton rearrangement and promotes ADPKD cystogenesis by repressing its target genes—*Wasf2*, *Dock1*, and *Itga4*—*in vitro* and *in vivo*. Our data suggest that actin cytoskeleton may play an important role in renal cystogenesis, and miR-182-5p is a novel regulator of actin cytoskeleton and cyst progression. Furthermore, this study provides a systemic network of both key miRNAs and their targets associated with cyst growth in ADPKD.

## Introduction

Autosomal dominant polycystic kidney disease (ADPKD) is the most common inherited renal disorder, characterized by the development of numerous fluid-filled cysts. It is caused by mutations in either *PKD1* (approximately 85% of cases) or *PKD2* (approximately 15% of cases)^1^. Reduced dosage of Polycystin (PC) 1, the protein encoded by the *PKD1* gene, can lead to the clinical features of ADPKD^2^. Recently, whole-exome sequencing identified mutation in GANAB, encoding glucosidase II subunit α (GIIα), cause ADPKD and liver disease^3^. Cyst initiation and enlargement arise from disturbances in the balance between tubular cell proliferation and apoptosis, alterations in the cell polarity of membrane proteins, extracellular matrix defects, abnormal fluid secretion, and abnormal ciliary function, which induces kidney enlargement and interstitial fibrosis^4,5^. Although many pathways are involved in ADPKD, including Ca^2+^, cAMP, Wnt, JAK2/STAT1/p21, ERK, and mTOR^6–10^, an assumption questioned by several recent studies suggests an unrevealed signaling pathway to be the fatal cause^11–15^. Indeed, the severity of renal disease is highly variable even within the same family and among patients with ADPKD. Therefore, increasing evidence suggests a critical role for epigenetic modifications as another risk factor in cystogenesis.

Cell migration plays a key role in many physiological and pathological processes. Migratory stimuli induce a multistep cell migration process, which first involves the acquisition of a characteristic polarized morphology toward the stimulus, called the leading edge. At the leading edge, flat membrane protrusions, lamellipodia, and finger-like protrusions, filopodia, are formed by actin polymerization^16^. Activated N-WASP/WAVE and Arp2/3 proteins induce nucleation of a branched actin network at the lamellipodium^17^. In particular, both PC1 and Pacsin2 co-localize on the lamellipodia of migrating kidney epithelial cells, and are required for N-Wasp/Arp2/3-dependent actin remodeling as members of the same protein complex^18^. However, direct mechanisms that cause defective actin cytoskeleton function during cyst formation and enlargement in PKD disease models have not been elucidated.

MicroRNAs (miRNAs) are small, regulatory, non-coding RNAs that negatively regulate multiple protein-coding genes by binding seed sequences in their 3′UTRs^19,20^. Recent studies have revealed that miRNAs are closely associated with cystogenesis in ADPKD^21^. Mice lacking Dicer, a key enzyme in miRNA biogenesis, in renal tubules and collecting ducts showed defects in kidney tubule maturation such as hydronephrosis, hydroureter, and cyst formation^22^. Additionally, the upregulation of several miRNAs, including the miR-17/92 miRNA cluster and miR-21, accelerates renal cyst development in ADPKD mouse models^23,24^.

Constitutive *Pkd1*- or *Pkd2*-targeted knockout mouse models show embryonic lethality with renal cysts, liver cysts, cardiovascular defects, and dysregulated skeletal development^25^. However, *Pkd1* or *Pkd2* conditional knockout mice, which are kidney-specifically deficient, are born normally and show rapid cyst formation from postnatal day 1 (P1), accompanied by increased cell proliferation by abnormal activation of the MAPK/ERK pathway^26^. Herein, we used kidney collecting-duct-specific Cre-expressing mice for *Pkd1* or *Pkd2* conditional inactivation.

In this study, we investigated miRNA profiles associated with severity of cyst development in the ADPKD models of *Pkd1* or *Pkd2* conditional knockout mice. From the parallel analysis of miRNA-sequencing and RNA-sequencing, we identified key miRNAs and their targets that are involved in the actin cytoskeleton pathway, a novel cystogenesis-related signaling mechanism.

## Results

### Cyst formation derived from HoxB7-cre-mediated inactivation of the *Pkd1*^flox^ allele

To investigate detailed phenotypic changes resulting from the collecting-duct-specific inactivation of either *Pkd1* or *Pkd2*, kidney samples were collected and cyst formation and renal function were investigated at postnatal day 1 (P1), P3, and P7 in each rodent model. Immunofluorescence showed that most cysts were derived from the collecting duct. To identify the origin of renal tubular cysts, nephron segment-specific markers were used. In *Pkd1*- or *Pkd2*-deficient mice, all dilated tubules and cysts lining epithelial cells stained positively for *Dolichos biflorus* agglutinin (DBA), which is specifically expressed in the collecting duct. In contrast, none of the cysts stained positively for *Lotus tetragonolobus* lectin (LTL), a proximal tubule marker (Supplementary Fig. S1). Several dilated tubules were observed in both kidneys from *Pkd1* ^f/f^:HoxB7-cre mice at P1 and occasional cyst formation was observed starting at P3 in these mice. After P3, cyst size and kidney volume were rapidly increased. In particular, loss of renal function was observed in P7 *Pkd1* ^f/f^:HoxB7-cre mice (Fig. 1A–D). *Pkd2* ^f/f^:HoxB7-cre mice also showed phenotypic changes similar to those in *Pkd1* ^f/f^:HoxB7-cre mice (Supplementary Fig. S2), except for survival rate, which indicated longer survival in *Pkd2* ^f/f^:HoxB7-cre mice than in *Pkd1* ^f/f^:HoxB7-cre mice (Fig. 1E). These data suggested that conditional inactivation of *Pkd1*- or *Pkd2* may share common cyst formation processes in early stages, but different cyst expansion processes in later stages.

**Figure 1:**
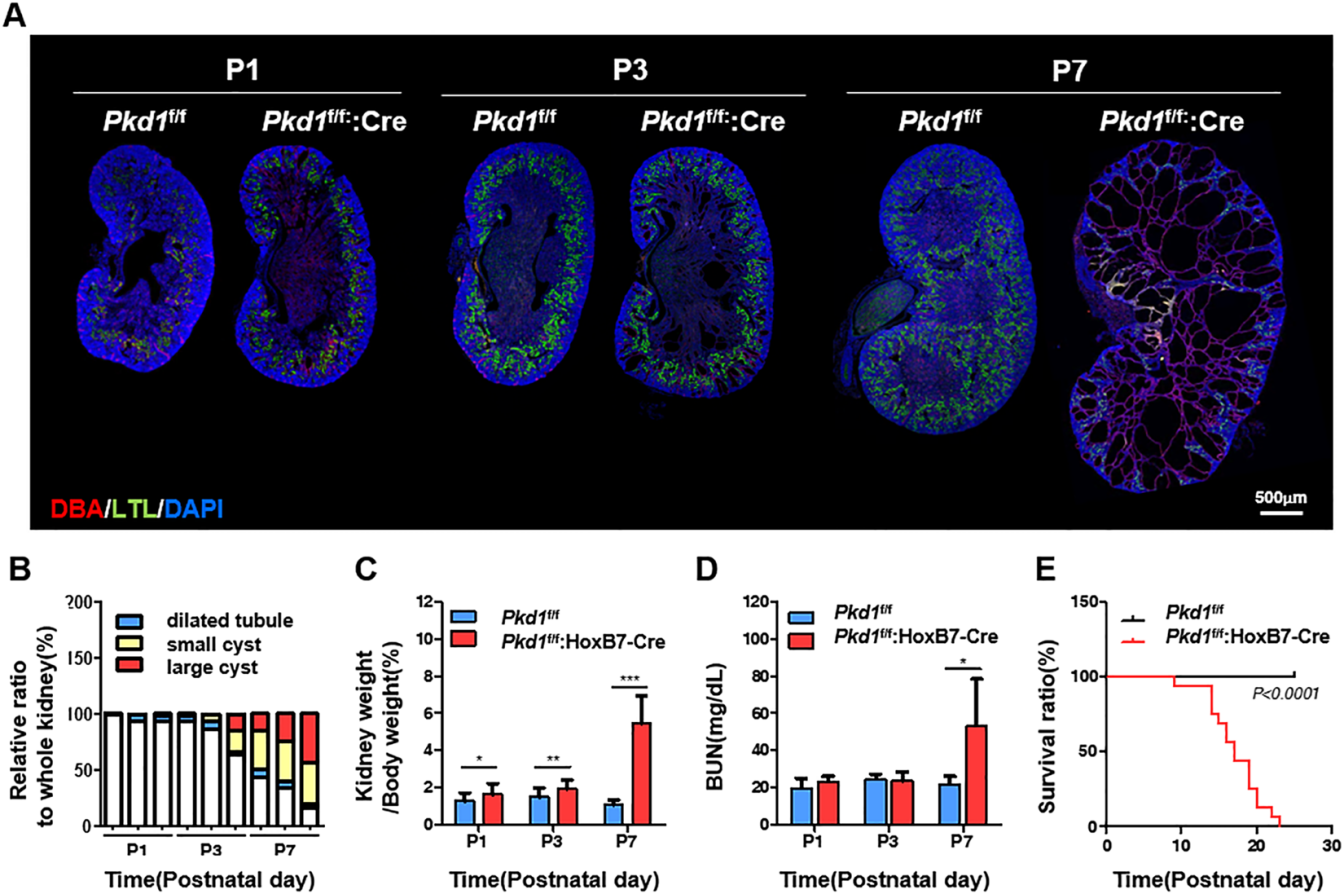
Characterization of mice with kidney collecting duct-specific *Pkd1* knockout. (**A**) The whole kidney sections from mice at postnatal day 1 (P1), P3, and P7 were stained with the collecting duct-specific marker *Dolichos biflorus agglutinin* (DBA, red) and the proximal tubule marker *Lotus tetragonolobus* lectin (LTL, green). Nuclei were counterstained with DAPI (blue). (**B**) The areas of cysts derived from collecting ducts were measured and classified by cyst sizes: non-cystic area, dilated tubules (<1 × 10^5^ μm^2^), small cysts (1 × 10^5^–10^6^ μm^2^), and large cysts (>1 × 10^6^ μm^2^). (**C**) Kidney/body weight ratio and (**D**) serum urea nitrogen (BUN) concentration in *Pkd1* ^f/f^ versus *Pkd1* ^f/f^:HoxB7-Cre mice. Data are shown as mean ± SD; n ≥ 10 for each time point; *P < 0.05; **P < 0.01; ***P < 0.001. (**E**) Survival rate curves of *Pkd1* ^f/f^ versus *Pkd1* ^f/f^:HoxB7-Cre mice. n ≥ 10.

### Integrated analysis of miRNA-seq and mRNA-seq

Given the phenotypic changes, both miRNA-seq and RNA-seq analyses were carried out using kidney tissues from the two mouse models at the indicated time points (P1, P3, and P7, n = 3). 

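Kidneys of 3 KO and 3 WT mice were sequenced for each model at P1, P3 and P7, which gave 36 libraries in 12 groups. The HoxB7-cre line deletes the floxed exons in the collecting duct, whereas the libraries were made from kidney tissue. The authors deposited the number of reads counted on each RefSeq transcript, before any filter or normalization. Between 7179152 and 15850818 reads per library were counted on transcripts, with a median of 13143336. The lowest totals were those of the Pkd1 WT kidneys at P1, which ranged from 7179152 to 11724164. Transcripts with at least 10 counts in at least 3 of the 18 libraries of a model were tested, 12527 in the Pkd1 model and 12633 in the Pkd2 model. Normalized counts are counts scaled by edgeR's TMM factors within a model, and each is given as mean ± SD. KO and WT were compared at each time point with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment.
The deleted genes were examined first. At P7 the Pkd1 transcript (NM_013630, chromosome 17, 24548689 to 24596514 of mm10) had 3352 ± 403 normalized counts in Pkd1 KO and 3134 ± 172 in WT kidneys (n = 3 each). Its log2 fold change in edgeR's test was 0.10 (standard error 0.11, adjusted p = 0.556). At P1 and P3 its log2 fold changes in Pkd1 KO were -0.20 and -0.07, and neither passed the test. The Pkd2 transcript (NM_008861, chromosome 5, 104453982 to 104505819) fell in Pkd2 KO kidneys at P7, from 4416 ± 128 normalized counts in WT to 3609 ± 99.2 in KO (n = 3 each). Its log2 fold change was -0.29 (standard error 0.05, adjusted p = 0.0115 in edgeR's test). In Pkd2 KO at P1 and P3 its log2 fold changes were -0.21 and 0.02, and neither passed. In the Methods the loxP sites flank only some exons of each gene. Counts were made over the whole transcript in kidney tissue, so an unchanged count says nothing against the deletion. The deleted gene therefore gave no check of the KO and WT labels in the comparisons other than Pkd2 at P7. There the fall was not shown to be specific to Pkd2 KO. The KO effect on the Pkd2 transcript at P7 differed between the models, Pkd1 minus Pkd2, by 0.14 on the log2 scale. That difference did not pass edgeR's interaction test (standard error 0.15, adjusted p = 0.649).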

An integrative analysis of both types of NGS data was performed as shown in Supplementary Fig. S3. To profile transcripts and their expressions, we measured read counts instead of RPKM^27^ or FPKM^28^ values, because this was a more accurate measure for comparing differences between the mouse models at indicated time points^29^. miRNA expression was also measured based on known sequences. The read count values for each mouse model were normalized and used for further analysis. To enhance the candidate pools of mRNAs and miRNAs, mRNAs and miRNAs showing negative binomial distributions were identified independently and correlation analysis between mRNAs and miRNAs were performed. First, the most popular two methods (edgeR^30^ and Deseq. 2^31^) were performed in both wild-type (WT; *Pkd1* ^f/f^ and *Pkd2* ^f/f^) and knockout (KO; *Pkd1* ^f/f^:HoxB7-cre and *Pkd2* ^f/f^:HoxB7-cre) models to identify significantly differentially expressed mRNAs and miRNAs. 

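In Pkd1 KO kidneys, 0 transcripts at P1 and 1 transcript at P3 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, while 157 and 1748 had an unadjusted p under 0.05. At P7, 1686 transcripts were differentially expressed, 792 higher and 894 lower in KO. With no further transcript at P1 or P3, the number over the time points was 1686. In Pkd2 KO kidneys, no transcript passed at P1 or P3, where 708 and 565 had an unadjusted p under 0.05. At P7, 1776 were differentially expressed, 996 higher and 780 lower, so the number over the time points was 1776. A change of at least 2-fold was met by 731 of the Pkd1 and 336 of the Pkd2 transcripts at P7. Counting a transcript called by edgeR's exact test or by DESeq2 moved the number to 3044 in Pkd1 and 2431 in Pkd2 kidneys. The number for Pkd1 at P7 ranged from 156 to 3191 when each of the 6 libraries was left out in turn, and was 3882 when the 18 Pkd1 libraries were fitted together.
Same-numbered KO and WT libraries deviated from their group means with a mean correlation across transcripts of -0.115 in Pkd1 at P7 and 0.363 in Pkd1 at P1. With the replicate number as a block, 704 transcripts were called in Pkd1 at P7, 676 of them also called without it. At P1 the block gave 4, all of them Y-linked.
The single Pkd1 transcript at P3 was Aldh1a1 (NM_013467, chromosome 19), which had 490 ± 5.41 normalized counts in KO and 134 ± 31.9 in WT (n = 3 each; log2 fold change 1.87, adjusted p = 0.0189 in edgeR's test). Its call held in 2 of 6 fits that left out one library. Plet1 and Krt80 came next and were not called. In Pkd2 at P3 the smallest p values were those of Krt80, Aldh1a1 and Plet1, none of them called. The 3 largest rises in Pkd1 KO at P7 were those of Ddx3y, Kdm5d and Eif2s3y on chromosome Y. Each was at the count floor of 3 or below in every WT library. They were at least 554-fold, 226-fold and 651-fold higher in KO. In Pkd1 at P7, 3 of 3 KO and 0 of 3 WT libraries held Y-linked counts. Genotype thus cannot be separated there from the presence of Y-linked counts, for which the sex of the mice is a candidate explanation. This limit holds for every comparison of Pkd1 KO with WT at P7. The largest falls were those of Col6a5, Ltbp1 and Epha3, with log2 fold changes of -4.10, -3.74 and -3.68. In Pkd2 KO at P7, Wnt7a was at least 53.2-fold higher than in WT, and Krt17 and Tubb3 rose by 5.83 and 5.65 on the log2 scale. Ranbp3l, Nccrp1 and Aqp2 had the largest falls, with log2 fold changes of -2.93, -2.58 and -2.38. These largest rises and falls at P7 were ranked among called transcripts with at least 100 normalized counts in the higher group. A further condition was no overlap between KO and WT libraries.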

For RNA-seq analysis, 3,040 transcripts in *Pkd1* ^f/f^:HoxB7-cre mice and 2,470 transcripts in *Pkd2* ^f/f^:HoxB7-cre mice were differentially expressed at the indicated time points (FDR < 0.05). In addition, we also identified 1,297 commonly regulated transcripts in both mouse models. 

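Of the 12343 transcripts tested in both models, 770 were differentially expressed in both, all at P7, where 241 would be shared by lists of these sizes drawn independently (odds ratio 8.17, two-sided Fisher's exact test, p = 1.46e-261). Transcripts are not independent replicates, so the p describes the lists only. The direction was the same in both models for 767 of them, with 408 higher and 359 lower in KO, and 3 moved in opposite directions. With the replicate number as a block in both models, the number shared was 470. Taking transcripts called by edgeR's exact test or DESeq2 gave 1295. Among the shared transcripts, the largest mean rises were those of Wnt7a, Lep and Krt17. Lep, on chromosome 6, was at or under the count floor in every WT library and at least 15.6-fold higher in Pkd1 KO and at least 16.0-fold higher in Pkd2 KO. Krt17, on chromosome 11, was at least 42.1-fold higher in Pkd1 KO. The largest mean falls were those of Col6a5, Chil4 and Plcz1. Chil4 had log2 fold changes of -3.45 in Pkd1 KO and -2.40 in Pkd2 KO. Plcz1 had a log2 fold change of -2.44 in Pkd1 KO and was at least 8.26-fold lower in Pkd2 KO, where every library was at or under the floor.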

For miRNA analysis, 243 miRNAs were differentially expressed, while 130 miRNAs were common in both mouse models (Supplementary Tables S1, 2, 3 and 4). Among the common miRNAs, 13 miRNAs, including 11 upregulated and two downregulated miRNAs (Fig. 2A), were selected based on expression pattern comparison at each time point. Second, correlation analysis was carried out using 13 DEmiRs and differentially expressed genes (DEGs) in both mouse models. Then, pathway analysis was performed and well-known pathways involved in cystogenesis including ERK/MAPK, AKT/mTOR, JAK/STAT, Wnt/β-catenin, PCP pathway, cell cycle, and TGF-β signaling pathways were identified along with novel pathways, such as the actin cytoskeleton pathway. miRNAs in the actin cytoskeleton pathway were highly enriched and delicately connected with other well-known signaling pathways (Supplementary Tables S5 and S6). 

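The molecules that Supplementary Table S5 lists for a pathway were looked up among the Pkd1 P7 tests, and those of Supplementary Table S6 among the Pkd2 P7 tests. These molecules were selected by the authors from their own calls on the same libraries, so a high share of calls is built into the lists, and the enrichment itself was not computed again. Of the 35 actin cytoskeleton molecules of Table S5, 20 were differentially expressed in Pkd1 KO kidneys in edgeR's quasi-likelihood test, 11 higher and 9 lower, while over all 35 there were 13 higher and 22 lower, with a median log2 fold change of -0.72. The 23 actin cytoskeleton molecules of Table S6 held 18 such genes in Pkd2 KO kidneys, 14 higher and 4 lower. For mTOR signaling in the Pkd1 model, 28 of 36 molecules were called, 21 of them higher. For ERK/MAPK signaling, 19 of 31 were called, 12 higher and 7 lower, while 17 of the 31 were lower and the median was -0.61. For Wnt/β-catenin signaling, 14 of 22 were called, 8 higher and 6 lower, while 12 of the 22 were lower and the median was -0.81. The TGF-β molecules of Table S6 were called in Pkd2 KO for 8 of 9, each of them higher.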

Expression of candidate DEmiR targets associated with the actin cytoskeleton were gradually changed along with cyst progression in *Pkd1* ^f/f^:HoxB7-cre mice (Fig. 2B). 

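Fig. 2B labels 24 different genes, and 22 of them were lower in Pkd1 KO than in WT kidneys at P7. Their log2 fold changes ran from -2.38 for Dlc1 to 0.90 for Jun, with a median of -1.19. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over every transcript tested, 10 were differentially expressed and lower, and Des and Jun were differentially expressed and higher. Adjusted over the list alone, the 24 genes passed, but the list is the authors' choice from calls on these libraries. With the replicate block 2 were called lower, and with DESeq2 21. At P1 and P3, 0 of the genes passed, and their median log2 fold changes were -0.05 and -0.11. DESeq2 and the exact test each called 3 at P3, Cdh6 and Arhgap5 lower and Jun higher, and 0 at P1. A fall at each step from P1 to P3 to P7 was seen in 15 of the 22 genes lower at P7. When the KO effect at P7 was tested against that at P1 in one fit of the 18 Pkd1 libraries, 9 of the 24 genes passed, 7 of them with a lower effect at P7. With the replicate block 7 of the 24 genes passed. Wasf2, Dock1 and Fgf1 lost the call there and Lpar3 gained it. The same test of P3 against P1 was passed by 0 of the 24 genes, with or without the replicate block. With the presence of Y-linked counts as a covariate, the test of P7 against P1 was passed by 0 transcripts. That covariate nearly follows genotype at P1 and P7, in opposite directions. The fit can therefore hardly part the presence of Y-linked counts from genotype. Egf, on chromosome 3, had the smallest adjusted p of the genes at P7. It had 122 ± 41.6 normalized counts in KO and 615 ± 145 in WT (n = 3 each; log2 fold change -2.32, standard error 0.29, adjusted p = 0.00703 in edgeR's test), and its call held in each of the 6 fits that left out one library. Gna12, on chromosome 5, had a log2 fold change of -1.59 (standard error 0.26, adjusted p = 0.0126 in edgeR's test) and was called in 4 of those fits.

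**Figure D1:**
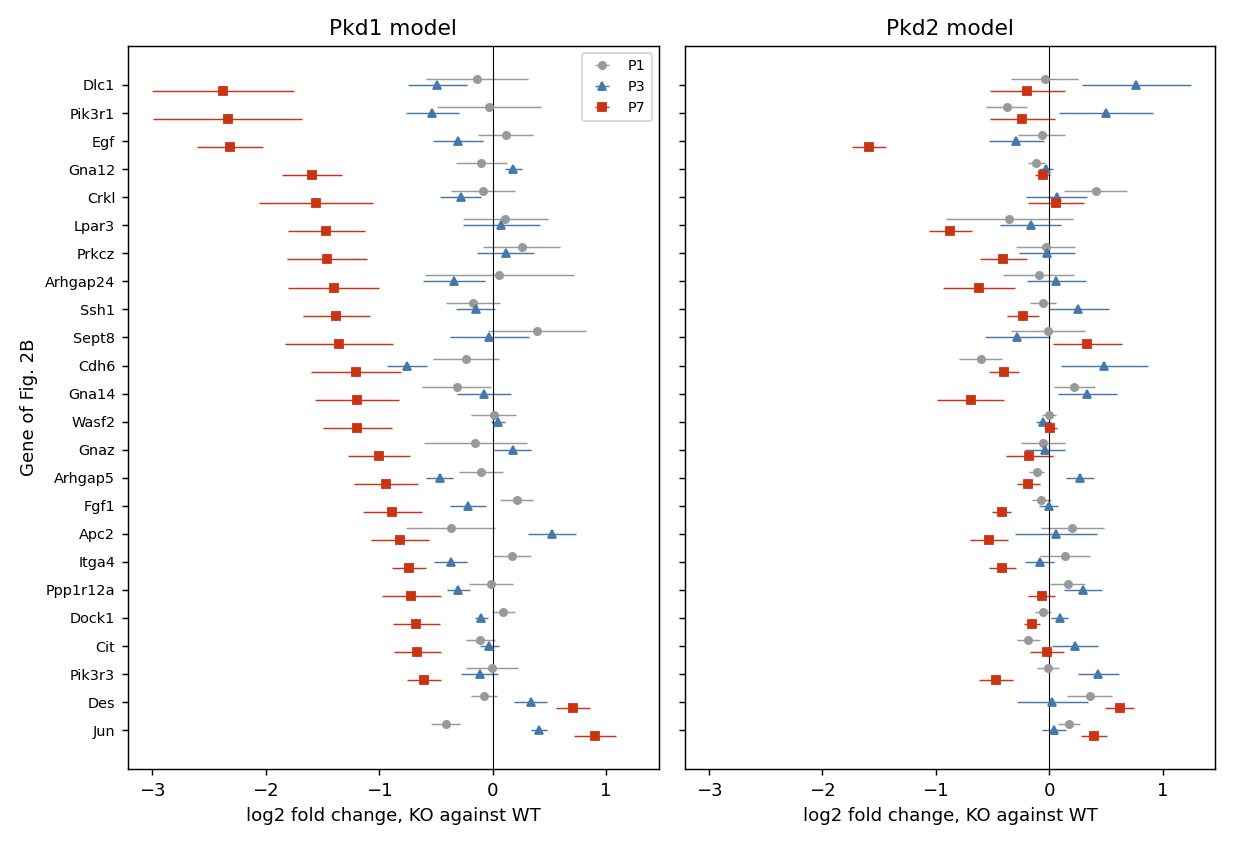
Log2 fold change of KO against WT for the 24 genes of Fig. 2B at P1, P3 and P7 in the Pkd1 model (left) and the Pkd2 model (right), with 3 KO and 3 WT kidneys in each comparison. Points are estimates of edgeR's quasi-likelihood fit and bars are standard errors; in the Pkd1 model 22 of the P7 points lie below 0.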

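Among these genes were Wasf2, Dock1 and Itga4. Wasf2 (NM_153423) lies on chromosome 4 of mm10 from 133130531 to 133199748. At P7 it had 970 ± 321 normalized counts in Pkd1 KO and 2233 ± 797 in WT kidneys (n = 3 each), a log2 fold change of -1.19 (standard error 0.31, adjusted p = 0.0402 in edgeR's test). WT replicate 3 had 1343 normalized counts and KO replicate 3 had 1341, so the groups were barely apart. The call held in 2 of 6 fits that left out one library, where the log2 fold change stayed between -1.50 and -0.97, and with the replicate block the adjusted p was 0.0926. With one surrogate variable the log2 fold change of Wasf2 was -0.70 and did not pass (adjusted p = 0.0802). It passed with DESeq2 (0.000602), the exact test (0.000397), all 18 libraries in one fit (0.00301) and the GC content and transcript length correction (-0.95, adjusted p = 0.0457). Dock1 (NM_001033420) lies on chromosome 7 from 134670687 to 135173647. It had 1521 ± 218 normalized counts in KO and 2441 ± 658 in WT (n = 3 each), a log2 fold change of -0.67 that did not pass edgeR's test (standard error 0.21, adjusted p = 0.0636, and 0.123 with the block). It passed with DESeq2 (adjusted p = 0.0125), the exact test (0.0151) and all 18 libraries in one fit (0.00415). With the GC content and transcript length correction the log2 fold change of Dock1 was -0.36 and did not pass (adjusted p = 0.127). With one surrogate variable it was -0.41 and did not pass (adjusted p = 0.228). Itga4 (NM_010576) lies on chromosome 2 from 79255426 to 79333114. It had 411 ± 24.1 normalized counts in KO and 689 ± 122 in WT (n = 3 each), a log2 fold change of -0.74 (standard error 0.15, adjusted p = 0.0229 in edgeR's test, and 0.0553 with the block). Its call held in 3 of the 6 fits that left out one library. With one surrogate variable the log2 fold change of Itga4 was -0.66 and did not pass (adjusted p = 0.052). With the GC content and transcript length correction it was -0.49 and passed (adjusted p = 0.0491). With the block and the correction Itga4 did not pass (0.083). It passed with DESeq2 (0.00062), the exact test (0.0065) and all 18 libraries in one fit (0.0034). Neither P1 nor P3 showed a difference that passed the test for these genes, and the largest change there was that of Itga4 at P3, a log2 fold change of -0.37 with an adjusted p of 0.308 in edgeR's test. The KO effect at P7 was lower than that at P1 by a log2 difference of -1.21 for Wasf2, -0.78 for Dock1 and -0.91 for Itga4, with adjusted p values of 0.0488, 0.0371 and 0.0258 in edgeR's test. With the block these were 0.0645, 0.0649 and 0.0334. The limit of the Y-linked counts holds here too, since 0 transcripts passed this test with their presence as a covariate.

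**Figure D2:**
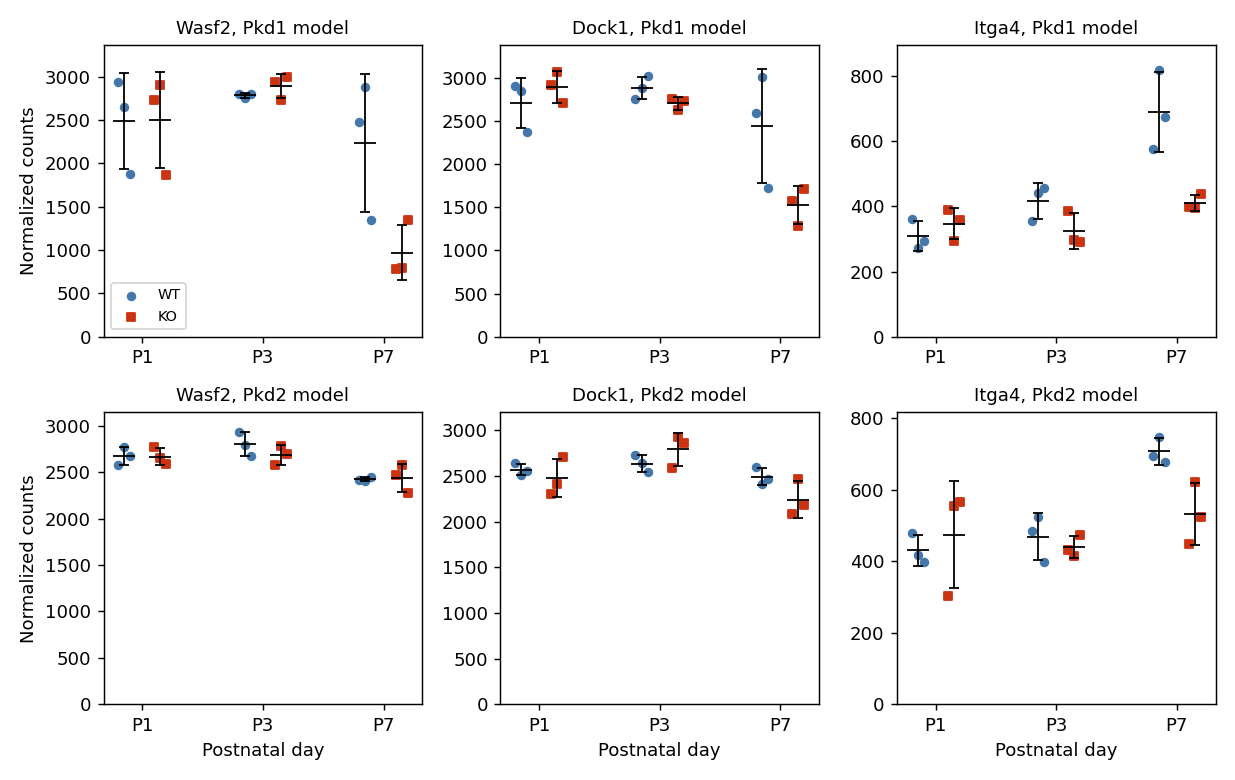
Normalized counts of Wasf2, Dock1 and Itga4 in each kidney by postnatal day, in the Pkd1 model (top) and the Pkd2 model (bottom), with bars giving the mean and SD of 3 kidneys. In Pkd1 at P7, Wasf2 was 1343 in WT replicate 3 and 1341 in KO replicate 3.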

Remarkably, miR-182-5p had multiple candidate targets involved in actin cytoskeleton signaling (Fig. 2C). The data indicated that 13 miRNAs were commonly associated with cystogenesis-related pathways, although they may target different mRNAs in two mouse models of ADPKD.

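In Pkd2 KO kidneys at P7, 19 of the 24 genes of Fig. 2B were lower than in WT, 3 of them differentially expressed and lower, and 1 differentially expressed and higher. The median log2 fold change was -0.21. In either direction, DESeq2 called 8 of the 24 genes, the exact test 6 and the replicate block 5. Wasf2 had 2441 ± 151 normalized counts in KO and 2424 ± 21.0 in WT (n = 3 each; log2 fold change 0.01, standard error 0.06, adjusted p = 0.944 in edgeR's test). The log2 fold changes of Dock1 and Itga4 were -0.15 (adjusted p = 0.199) and -0.41 (adjusted p = 0.0551) in the same edgeR test. Itga4 passed with the replicate block (0.0382), with DESeq2 (0.0144), with the GC content and transcript length correction (0.0456) and with a surrogate variable (0.0334). It did not pass with the exact test (0.0724), RLE factors (0.0520) or all 18 libraries in one fit (0.157). It was called in 1 of 6 fits that left out one library, so its fall in Pkd2 KO depends on the test. The difference between the models was tested as an interaction in one edgeR fit of the P7 libraries. It gave a log2 difference, Pkd1 minus Pkd2, of -1.19 for Wasf2 (standard error 0.35, adjusted p = 0.158). For Dock1 it was -0.51 (adjusted p = 0.299) and for Itga4 -0.31 (adjusted p = 0.435) in that edgeR fit. None of the 24 genes passed this test, where 12 had an unadjusted p under 0.05, 22 had a lower effect in Pkd1, and the smallest adjusted p was 0.105. Over 12 fits that each left out one library, Wasf2 and Dock1 passed in 1 fit each, Gna12 in 2 and Itga4 in 0. The lack of a difference for some of the genes thus depends on single libraries.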

**Figure 2:**
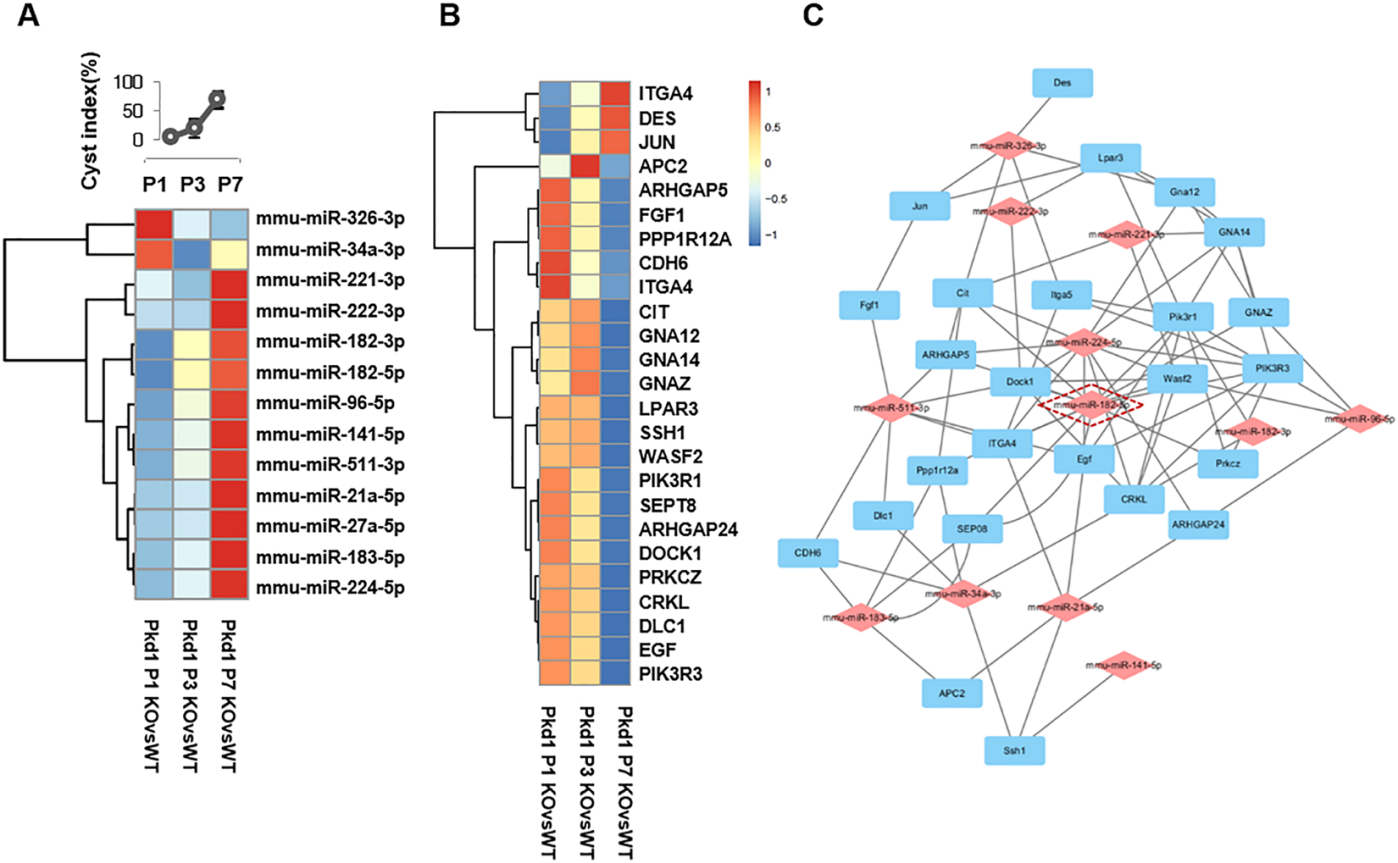
Correlation between cystogenesis-regulated miRNAs and candidate target mRNAs to the actin cytoskeleton. (**A**) Heat map of 13 differentially expressed miRNAs (DEmiRs) which were commonly changed in kidneys of both *Pkd1* ^f/f^:HoxB7-Cre and *Pkd2* ^f/f^:HoxB7-Cre mice for each time point. (**B**) Heat map displaying the differentially expressed mRNAs which are candidate targets of the 13 common DEmiRs from both mouse models and related with actin cytoskeleton signaling in *Pkd1* ^f/f^:HoxB7-Cre mice. (**C**) Interactive network between 13 DEmiRs and differentially expressed mRNAs associated with the actin cytoskeleton signaling pathway.

### Validation of key miRNAs and candidate target genes

To validate the correlation analysis, expression levels of 13 key miRNAs were confirmed in the kidney tissues of *Pkd1* ^f/f^:HoxB7-cre mice using qRT-PCR. Most miRNAs, including miR-182-5p, showed a similar expression pattern between qRT-PCR and sequencing results (Fig. 3A). Interestingly, we observed that all miR-182 family members, miR-182-3p, miR-182-5p, miR-183-5p, and miR-96-5p, were significantly upregulated in P7 *Pkd1* ^f/f^:HoxB7-cre mice kidney tissues. Upon considering both small RNA-seq raw data and qRT-PCR, we concluded that miR-182-5p was the most suitable subject for future research. To identify alterations of spatiotemporal miR-182-5p expression in the mouse postnatal kidney, section miRNA *in situ* hybridization (ISH) was performed. Expression of miR-182-5p was detected in the *Pkd1* ^f/f^ medulla region and glomerulus. Interestingly, miR-182-5p-expressing cells were observed in the cuboidal epithelial lining cells of the cyst in *Pkd1* ^f/f^:HoxB7-Cre mice at P7 (Fig. 3B). miR-182-5p was localized in the overall kidney region at P1 and P3, including the medulla and cortex regions (Supplementary Fig. S4). The glomerulus showed especially strong miR-182-5p expression in P1 *Pkd1* ^f/f^ mice (Supplementary Fig. S4A–C). In the *Pkd1* ^f/f^:HoxB7-Cre mice, as expected, miR-182-5p was strongly expressed in the cyst-lining epithelial cells (Supplementary Fig. S4D–F and J–L). In *Pkd1* ^f/f^ at P3, interestingly, miR-182-5p expression was observed in the renal tubule domain, but the glomerulus and Bowman’s capsule cells did not exhibit miR-182-5p-expressing cells (Supplementary Fig. S4G–I). Candidate target mRNAs of miR-182-5p were downregulated in the kidney tissues of *Pkd1* ^f/f^:HoxB7-cre mice over time (Fig. 3C and Supplementary Fig. S5A). Furthermore, the expression of genes involved in ERK/MAPK and AKT/mTOR signaling pathways was increased; these pathways regulate cell proliferation in ADPKD (Supplementary Fig. S6A and C). Indeed, when we examined cell proliferation at the three time-points by ki67 staining, proliferating cells were markedly observed in cyst-lining cells of both KO mouse models, but not in WT kidney tissues (Supplementary Fig. S6B,D and E). In particular, in order to investigate the link between miR-182-5p and targets involved in actin cytoskeleton signaling as a novel cystogenesis pathway, a 3′UTR luciferase assay for miR-182-5p was performed. We found that miR-182-5p directly bound to the 3′UTR of these candidate target mRNAs related to actin cytoskeleton, negatively regulating their translation (Fig. 3D and Supplementary Fig. S5B). Therefore, our results were consistent with those of previous studies and helped us identify miRNAs that bridge ADPKD actin cytoskeleton defects and cystogenesis.

**Figure 3:**
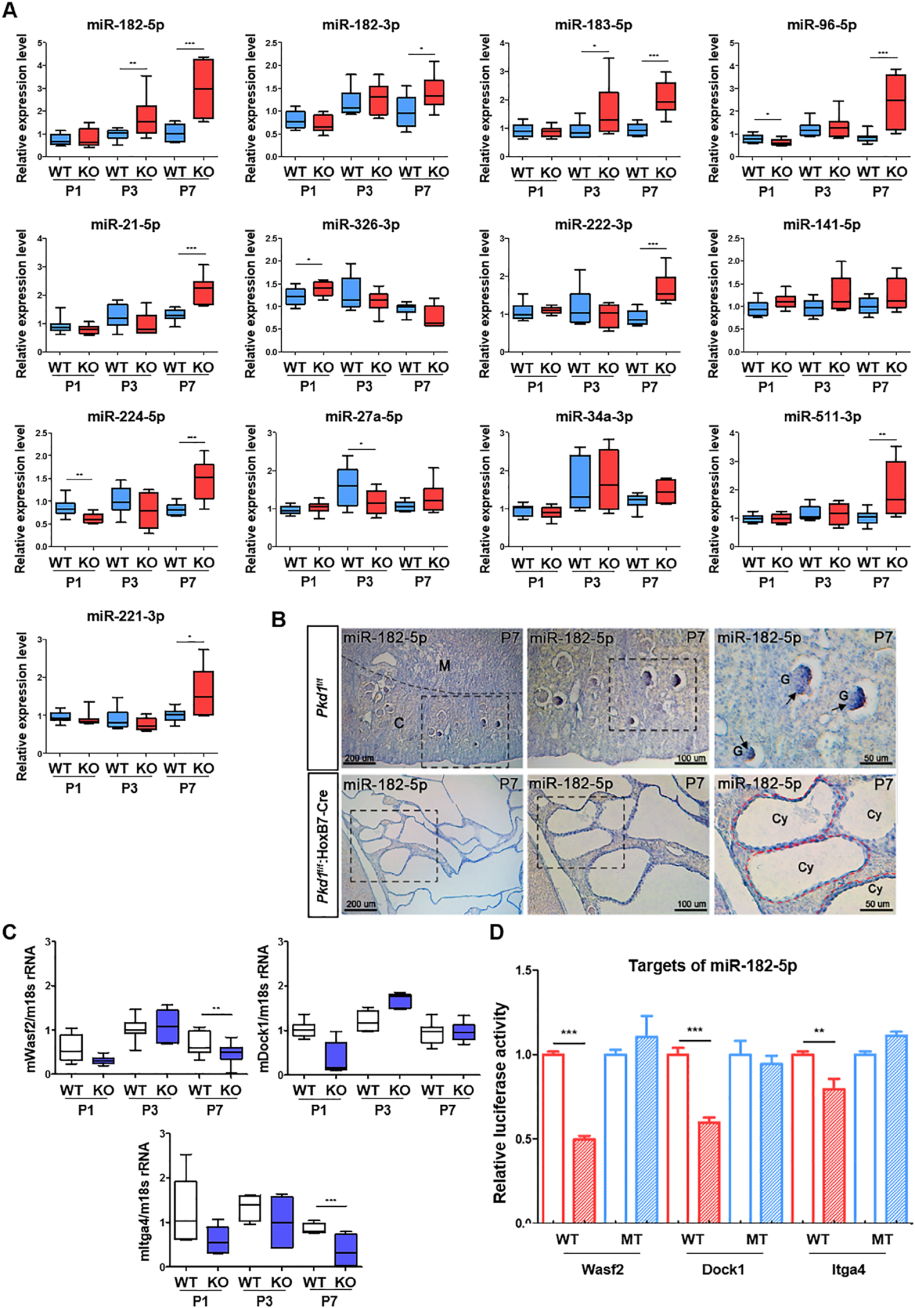
Expression validation of key miRNAs and target mRNAs in kidney tissues of *Pkd1* conditional knockout mice. (**A**) The expression level of 13 key miRNAs and (**C**) candidate target mRNAs of miR-182-5p were confirmed in kidneys of *Pkd1* ^f/f^:HoxB7-Cre at P1, P3, and P7 using quantitative real-time RT-PCR. Target mRNAs included genes related with cystogenesis and the actin cytoskeleton (*Wasf2*, *Dock1*, *Itga4*). *RNU6* and 18*s rRNA* were used as internal controls for miRNA and mRNA, respectively. The experiment was performed in triplicate. n ≥ 3 for each time point. (**B**) Alteration of miR-182-5p expression in *Pkd1* ^f/f^:HoxB7-Cre mouse kidney at P7. At P7, the expression pattern of miR-182-5p is detected by section *in situ* hybridization (ISH) in *Pkd1* ^f/f^ and *Pkd1* ^f/f^:HoxB7-Cre mice. M, medulla; C, cortex; G, glomerulus; Cy, cyst; black arrow, miR-182-expressing glomerulus; black dotted box, high magnification region; red dotted line, cyst lining epithelial cells. scale bars indicate left 200 µm; middle 100 µm; right 50 µm. (**D**) Relative 3′UTR luciferase activity of *Wasf2*, *Dock1*, *and Itga4* genes upon transfecting mIMCD cells with Negative Control mimic (NC mimic) or miR-182-5p mimic. Mutating the seed sequence of miR-182-5p induced rescued luciferase activity of the psiCHECK-2 vector. WT (wild type), MT (mutant type). Data are presented as mean ± SD of three independent experiment in triplicate. ***P < 0.001; **P < 0.01.

### Cyst formation upon actin cytoskeleton defects

The overexpression of PC1 induces cytoskeletal rearrangement, cell migration, and tubule formation^32^. To evaluate the relevance of this protein to the actin cytoskeleton in ADPKD cystogenesis, 3-dimensional (3D) culture and F-actin staining were performed after knockdown of either *Pkd1* or *Pkd2* in mouse inner medullary collecting duct (mIMCD) cells. Prior to staining, mRNA and protein levels of *Pkd1*, *Pkd2*, and miR-182-5p target genes were determined in recovered mIMCD spheroids (Supplementary Fig. S7). Knockdown of either *Pkd1* or *Pkd2* in mIMCD cells resulted in remarkable defects of F-actin structure and accelerated cyst growth in 3D culture (Fig. 4A). In this study, we utilized two collecting duct-specific polycystin-1 knockout mouse models, *Pkd1* ^f/f^:HoxB7-cre and *Pkd1* ^f/f^:Aqp2-cre; two different promoters were used to drive Cre recombinase expression in the transgenic mice. Although *Pkd1* ^f/f^:HoxB7-cre mice and *Pkd1* ^f/f^:Aqp2-cre mice have similar PKD phenotypes, *Pkd1* ^f/f^:Aqp2-cre mice tend to survive longer than *Pkd1* ^f/f^:HoxB7-cre mice^33^. Upon staining these cells with both rhodamine-labeled phalloidin and marker genes related to the actin cytoskeleton in wild-type (*Pkd1* ^f/f^) and *Pkd1*-deficient (*Pkd1* ^f/f^:Aqp2-cre and *Pkd1* ^f/f^:HoxB7-cre) mouse kidneys, strong F-actin signals were observed in the apical membrane with weak signals outlining the tubules in WT kidneys. However, cyst-lining epithelial cells in *Pkd1*-deficient kidneys showed reduced and disorganized actin cytoskeletons with significantly decreased levels of marker genes such as *Wasf2*, *Dock1*, and *Itga4* (Fig. 4B and Supplementary Fig. S8). To investigate whether actin filament polymerization was involved in cyst development, actin structures were investigated after a wound healing assay. Five hours after scratching, cells deficient in *Wasf2*, *Dock1*, or *Itga4* did not produce organized actin cytoskeletons like those observed in the control siRNA-transfected cells (Fig. 4C). In addition, knocking down *Wasf2*, *Dock1*, or *Itga4* promoted cyst growth with actin cytoskeleton defects in 3D culture conditions (Fig. 4D). Moreover, western blotting analysis revealed that miR-182-5p negatively regulated the target genes *Wasf2*, *Dock1*, and *Itga4* (Fig. 5A). Intriguingly, we found that overexpressing miR-182-5p inhibits actin cytoskeleton organization, particularly lamellipodium formation, by repressing marker genes related with the actin cytoskeleton, ultimately affecting cyst development *in vitro* (Fig. 5B and C). Finally, overexpressing miR-182-5p increased cyst growth, while inhibiting miR-182-5p inhibited cyst formation (Fig. 5C). These data suggest that miR-182-5p may play a critical role as a novel inducer of cystogenesis by regulating the actin cytoskeleton.

**Figure 4:**
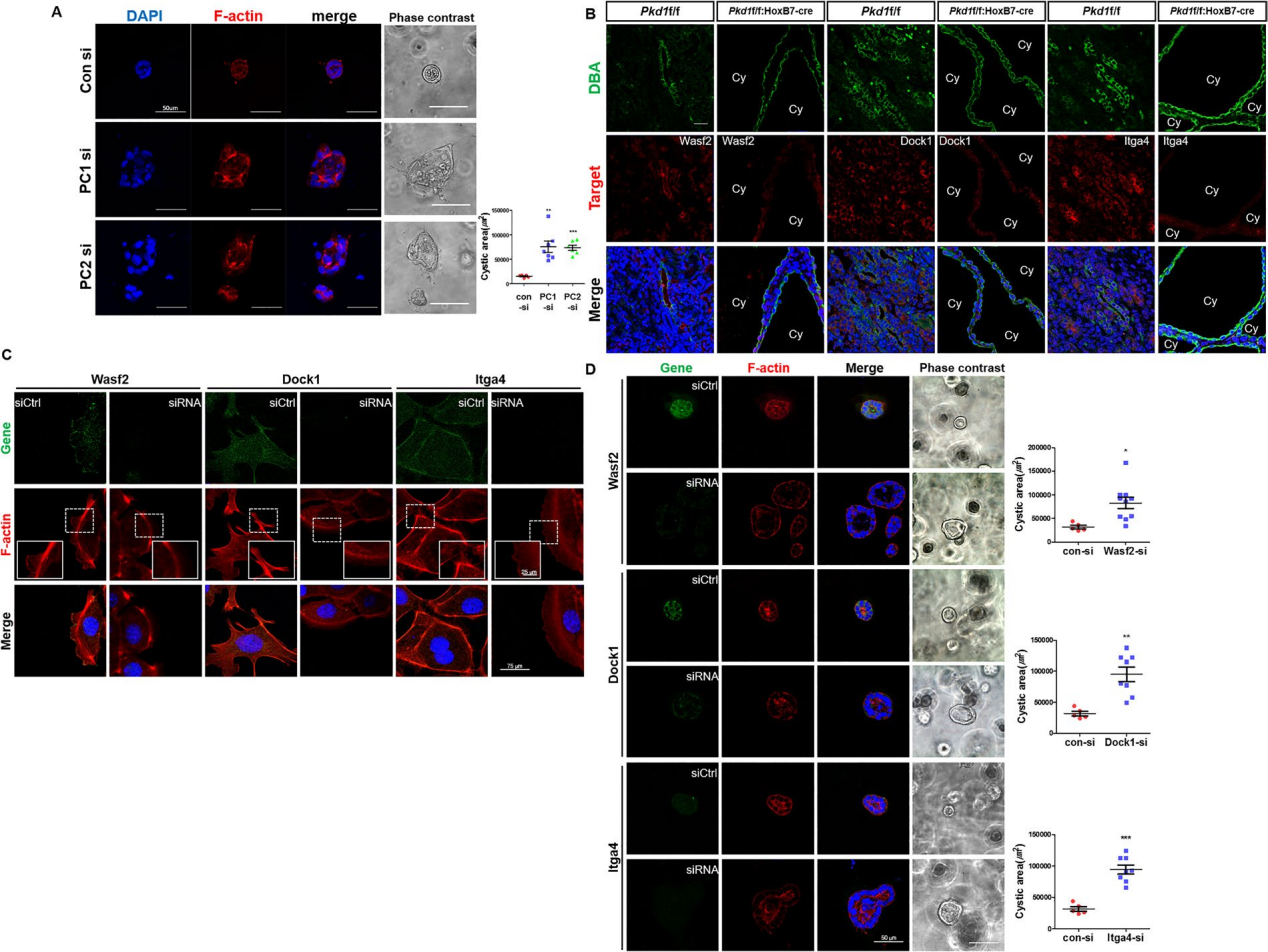
Defects in the actin cytoskeleton promote cyst development and growth. (**A**,**D**) *Pkd1, Pkd2, Wasf2*, *Dock1*, and *Itga4* siRNA-transfected mIMCD cells showed formed larger cysts than control siRNA-transfected mIMCD cells did. After 6 days of mIMCD culture in matrigel, representative images were obtained and cyst lumen sizes were randomly measured in mIMCD spheroids. Each spheroid was stained with rhodamine-labeled phalloidin (red) for F-actin. Nuclei were counterstained with DAPI (blue). (**B**) Expression of Wasf2, Dock1, and Itga4 protein (red) was analyzed by immunofluorescence in kidneys of *Pkd1* ^f/f^ and *Pkd1* ^f/f^:HoxB7-Cre mice. These target proteins were significantly repressed in collecting duct-specific cyst lining epithelial cells (green), but not in normal tubules. Cy, cyst. Scale bar indicates 20 μm. (**C**) Five hours after scratching, mIMCD cells transfected with siRNAs for *Wasf2*, *Dock1*, or *Itga4* formed fewer lamellipodia and reduced expression of actin cytoskeleton proteins on lamellipodia at the leading edge compared with either control siRNA- or negative control mimic-transfected cells. Scale bars represent 25 μm (in the smaller square) and 75 μm. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 5:**
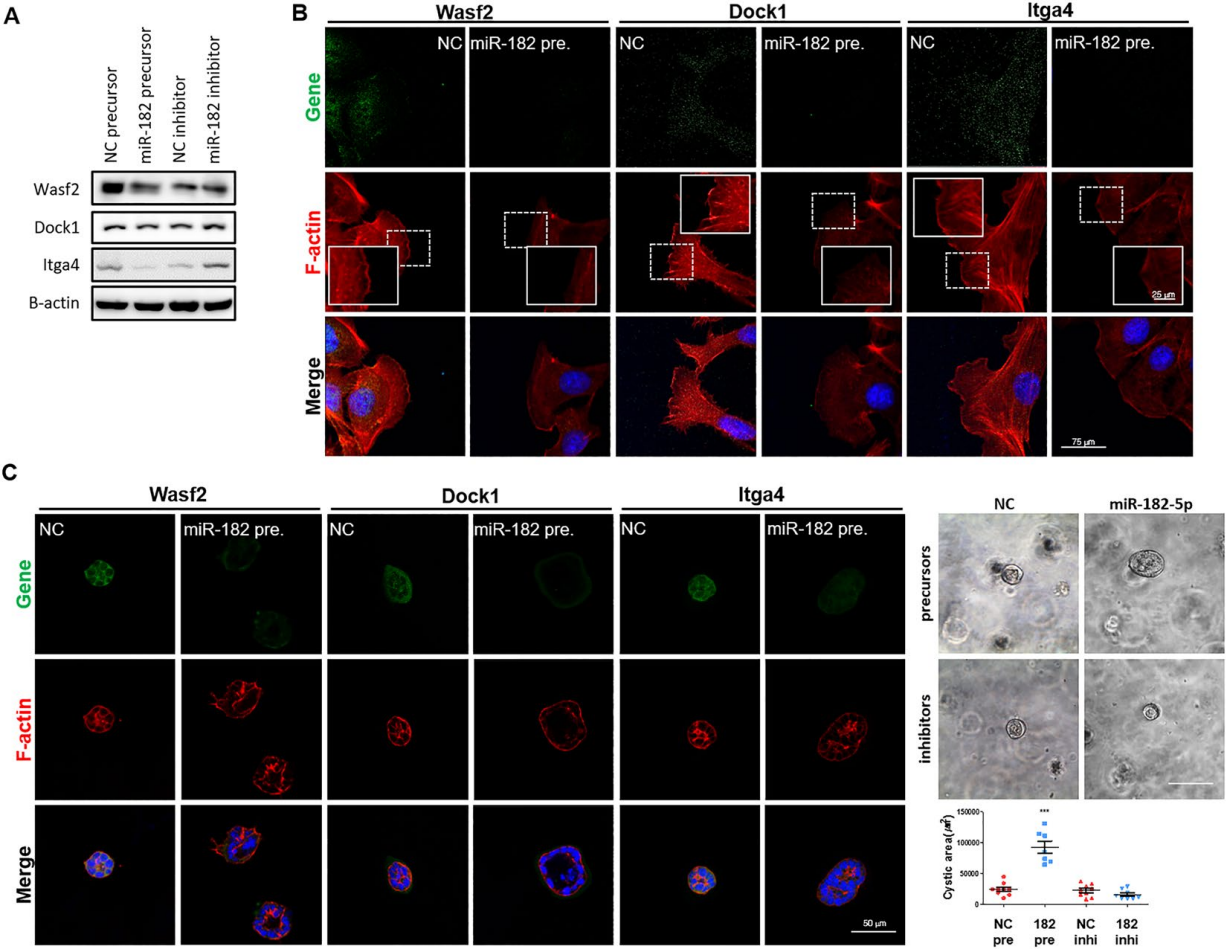
Role of miR-182-5p in renal cystogenesis linked to defects in the actin cytoskeleton. (**A**) Altered protein expression levels observed upon transfection of mIMCD cells with miR-182-5p mimic or miR-182-5p inhibitor were confirmed by western blot analysis. β-Actin was used as an internal control. Each experiment was performed in triplicate. (**B**) Pictures were taken five hours after scratching. Ectopic expression of miR-182-5p prevented the reorganization of actin filaments in mIMCD cells. Scale bars represent 25 μm (in the smaller square), and 75 μm. (**C**) miR-182-5p precursors or inhibitors (20 nM) were transfected into mIMCD cells, and then cells were observed in 3D culture conditions. The cysts in miR-182-5p precursor-treated cells were bigger than cysts in NC treated cells. miR-182-5p inhibitor-transfected mIMCD cells showed reduced of cyst lumen size. Immunostaining with Wasf2, Dock1, and Itga4 (green); F-actin (red); DAPI (blue). ***P < 0.001.

### Inhibiting miR-182-5p attenuates cyst growth in a *Pkd1* conditional knockout mouse model

To evaluate the therapeutic effect of miR-182-5p inhibition, a lentiviral particle-mediated miRNA inhibition system was introduced. The *Pkd1* ^f/f^:Aqp2-cre mouse model was selected for the injection study because *Pkd1* ^f/f^:HoxB7-cre mice live for only 14–23 days. A control lentivirus or inhibitory miR-182-5p lentiviral particles (final conc.: 4 × 10^7^ IU) were injected intraperitoneally five times on alternate days. Mice were then sacrificed the day after the final injection (Fig. 6A). Kidney weight-to-body weight ratios, BUN levels, and miR-182-5p expression in kidney tissues were reduced upon treatment with the inhibitory miR-182-5p lentivirus compared with those in con-lentivirus-treated *Pkd1* ^f/f^:Aqp2-cre mice (Fig. 6B–E). Furthermore, we observed that the expression patterns of the target genes of miR-182-5p, *Wasf2*, *Dock1*, and *Itga4*, were restored in mice treated with inhibitory miR-182-5p lentivirus (Fig. 6F). Collectively, these results indicated that inhibiting miR-182-5p was effective for inhibiting cyst growth and restoring renal function.

**Figure 6:**
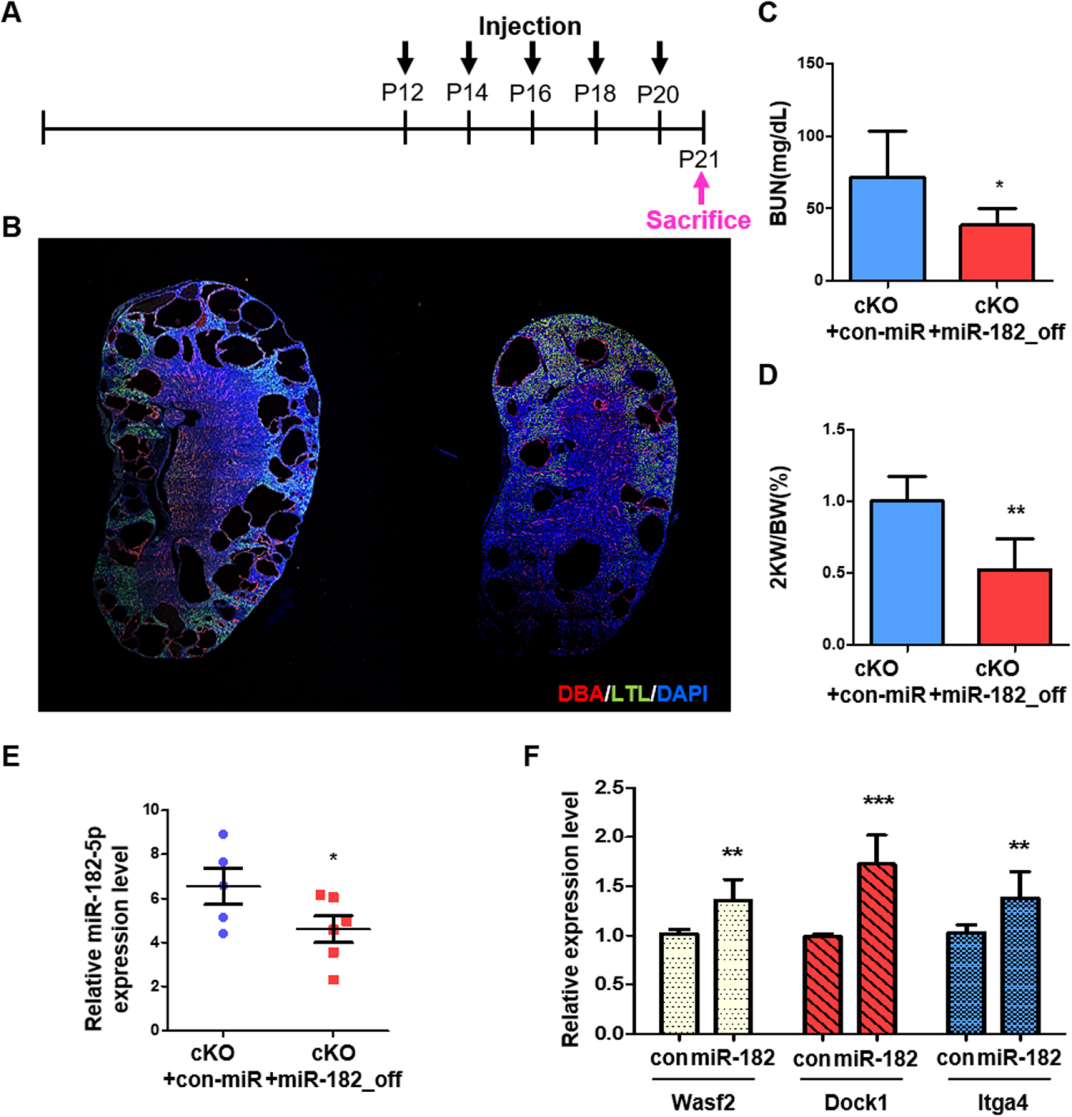
The effect of miR-182-5p inhibition in attenuating cyst growth *in vivo*. (**A**) The schedule for the injection study. (**B**) Immunofluorescence staining of kidney sections from control lentivirus- (left) or inhibitory miR-182-5p lentivirus- (right) injected *Pkd1* ^f/f^:Aqp2-Cre mice. Red indicates collecting duct, green indicates proximal tubule, and blue indicates the nucleus. (**C**) Serum BUN levels, (**D**) kidney weight-to-body weight ratio, (**E**) expression of miR-182-5p and (**F**) expression of *Wasf2, Dock1*, and *Itga4*. n = 5, control lentivirus- and n = 6, inhibitory miR-182-5p lentivirus-injected mice, respectively *P < 0.05; **P < 0.01; ***P < 0.001.

## Discussion

In the current study, we described parallel integrated analysis of miRNA-seq and RNA-seq data and validated the expression, direct interaction, and cystogenesis-related functions of key miRNAs and their targets. In particular, we found commonly dysregulated pathways by comparing *Pkd1*- and *Pkd2*-deficient mouse models. These models had overlapping, differentially expressed miRNAs and signaling pathways related with cystogenesis, suggesting that these miRNAs play crucial roles in cyst formation and expansion in ADPKD patients with either *PKD1* or *PKD2* mutations. Although both mouse models have common key miRNAs, these miRNAs are considered to target different mRNAs in *Pkd1* and *Pkd2*-deficient mice (Supplementary Fig. S9). Indeed, our data showed that miR-182-5p was associated with cystogenesis by regulating the actin cytoskeleton signaling pathway in both mouse models. However, miR-182-5p directly targets and regulates *Wasf2*, *Dock1*, and *Itga4* in *Pkd1*-deficient mice, but not in *Pkd2*-deficient mice (Supplementary Fig. S10). This difference may be related to their phenotypic differences: even though these two models showed similar cyst progression and timing of renal failure, *Pkd2*-deficient mice remained alive longer than *Pkd1*-deficient mice, for maximum of about 20 days. This suggests that these mouse models share common molecular alterations in early stage cystogenesis but they have specific molecular changes in late stages, at least after P7. Therefore, our data showed that defects in *Pkd1* or *Pkd2* share some, but not all, molecular changes and signaling pathways. Moreover, the parallel analysis between time-dependent phenotypic characterization and miRNA-mRNA profiling allowed us to select and validate more precise targets involved in ADPKD cyst progression.

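Across the 12343 transcripts tested in both models, the log2 fold changes in Pkd1 and Pkd2 KO kidneys had a Pearson correlation of 0.15 at P1, 0.01 at P3 and 0.52 at P7, and a Spearman correlation of -0.02, -0.04 and 0.52, so the value at P1 does not hold by rank. These are correlations across transcripts, which are not independent replicates. Of the 1681 transcripts called in Pkd1 KO at P7 and tested in both models, 1563 (93.0%) had the same sign in Pkd2 KO, and 92.7% of the Pkd2 calls had the same sign in Pkd1 KO. The interaction of genotype with model at P7 gave 0 transcripts past an adjusted p of 0.05 in edgeR's quasi-likelihood test, 2130 with an unadjusted p under 0.05, and a smallest adjusted p of 0.0749. DESeq2 gave 406 transcripts for that interaction. Without Pkd1 WT replicate 3, edgeR's test gave 1449, and each other fit that left out one library gave at most 26. The lack of calls thus depends on that library.
The paper argues from the survival of the models, which differed although cyst progression was similar, and from targets of miR-182-5p found in the Pkd1 model alone. It proposes common early alterations and specific late ones, the latter at least after P7. It concludes that the models share part of their molecular changes and pathways. No library here is later than P7. At P1 and P3, edgeR's quasi-likelihood test called at most 1 transcript in a model. The low correlations there thus cannot tell whether early changes are shared.

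**Figure D3:**
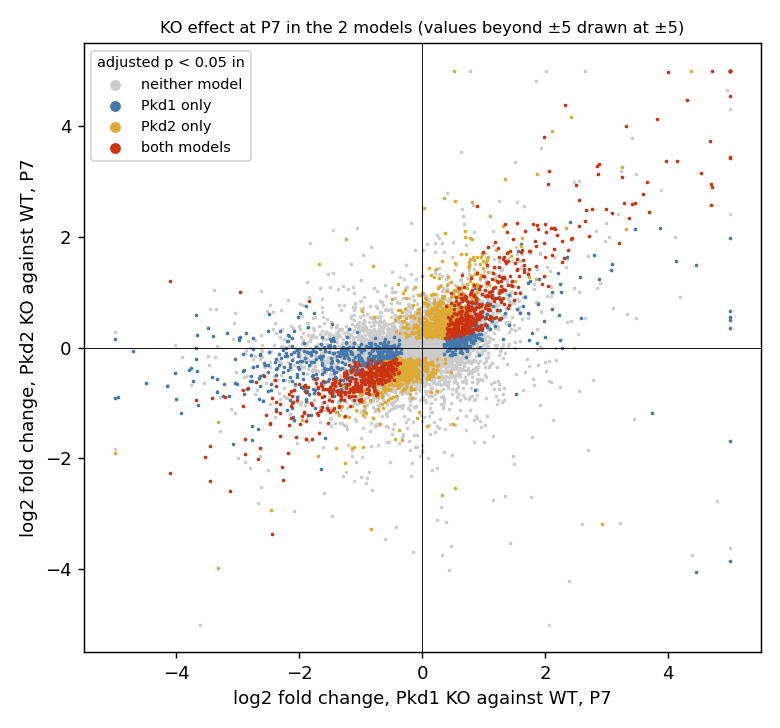
Log2 fold change of KO against WT at P7 in the Pkd1 model (horizontal axis) and the Pkd2 model (vertical axis), one point per transcript, coloured by the models in which edgeR's adjusted p was under 0.05. The 12343 transcripts have a Pearson correlation of 0.52.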

Recently, there have been several miRNA profiling studies in ADPKD rodent models, using microarrays. Pandey *et al*. performed global gene-expression profiling by microarray in *Pkd1* ^−/−^ embryonic kidneys at P14.5 and 17.5 and predicted miRNAs through computational approaches^34^. They confirmed nine candidate miRNAs, including miR-182 and miR-96, by qPCR and suggested that several miRNAs may be associated with ADPKD-related signaling pathways. Dweep *et al*. identified eight significantly upregulated miRNAs in diseased kidneys of PKD/Mhm rats by a parallel microarray-based approach^35^. A major advantage of unbiased next-generation sequencing-based approaches such as small RNA-seq and RNA-seq is that they provide genome-wide and quantitative information, whereas microarray-based approaches do not. Our results are partially in agreement with two previous studies but have different candidate miRNAs and targeting signaling pathways. Although it is well-known that increased proliferation by pathways including ERK/MAPK is required for cyst formation, the precise mechanism of cyst formation and enlargement in ADPKD has not yet been described. This indicates that systemic analysis is necessary for uncovering novel relevant pathways. From integrated miRNA-seq and RNA-seq analysis, we observed that *Pkd1* inactivation changes the expression of several key miRNAs involved in previously reported signaling pathways such as ERK/MAPK and Akt/mTOR signaling, as well a novel pathway, actin cytoskeleton signaling. In addition, our data showed that upregulation of miR-21a-5p in cyst-lining epithelial cells stimulates cyst growth in *Pkd1*-deficient mice, consistent with a previous study^23^.

Intriguingly, we provided evidence of a direct link between the actin cytoskeleton and cystogenesis in ADPKD. In a previous study, polycystins were found to be responsible for cell migration, polarity, and tissue morphogenesis^36^. PC1 regulates the actin cytoskeleton and cell migration mediated by the phosphatidylinositol 3-kinase (PI3-K) pathway in MDCK cells^32^. 

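Pik3r1 and Pik3r3 encode regulatory subunits of PI3-K. Pik3r3 (NM_181585, chromosome 4, 116221400 to 116303056 of mm10) had 914 ± 69.3 normalized counts in Pkd1 KO and 1399 ± 272 in WT kidneys at P7 (n = 3 each). Its log2 fold change was -0.61 (standard error 0.15, adjusted p = 0.0373 in edgeR's test, and 0.0739 with the replicate block). The call held in 1 of 6 fits that left out one library. Pik3r1 has 2 transcripts in the table, and the one with more counts (NM_001077495, chromosome 13, 101680761 to 101768217) was used. Its counts were lower, with 33.2 ± 17.9 in KO and 170 ± 127 in WT (n = 3 each), and the libraries of the groups overlapped. The log2 fold change of -2.34 did not pass edgeR's test (standard error 0.66, adjusted p = 0.0511, and 0.141 with the block), whereas DESeq2 gave an adjusted p of 0.00104. Of the 20 PI3K/AKT signaling molecules in Supplementary Table S5, 15 were differentially expressed in Pkd1 KO at P7, 9 higher and 6 lower, while the 20 split into 10 higher and 10 lower.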

The PI3-K pathway was significantly enriched in diseased kidneys of *Pkd1*-deficient mice, suggesting that the downregulation of PI3K genes such as *Pik3r1* and *Pik3r3* may be associated with actin cytoskeleton defects and reduced migration capacity in cystic epithelial cells. In addition, PC1 is involved in the actin cytoskeleton by interacting with the Pacsin/WASP-2/Arp2/3 complex, which contributes to microfilament nucleation at the leading edge^18^. However, these two studies did not show direct evidence linking the actin cytoskeleton with cyst development. From our results, we identified that key proteins involved in the actin cytoskeleton were regulated by several miRNAs, including miR-182-5p, that control cyst progression. Wasf2, also known as Wave2, is a well-known key component of the actin regulatory machinery and mediates actin cytoskeletal organization by cooperating with the Arp2/3 complex to promote the formation of actin filaments^37^. We identified, *Wasf2* as a novel direct target of miR-182-5p. Inhibiting *Wasf2* expression accelerated cyst growth, dysregulated actin structure, and decreased cell migration. We also found that *Dock1* is a novel direct target of miR-182-5p. Dock1 is a guanine nucleotide exchange factor that activates the Rac1/WAVE-complex/Arp2/3-complex, resulting in the formation of lamellipodial protrusions^38^. We observed that *Dock1* repression also stimulated cyst development via alterations of the actin structure in mIMCD 3D cultures. Taken together, the results suggest that defects in the actin cytoskeleton and progression of cyst formation are tightly linked. Furthermore, actin dynamics seem to be linked to establishment of cell polarity and formation of apical junctions^39^. Defects in cell/matrix interaction is a suggested causative mechanism of cystogenesis in ADPKD, but these remain poorly understood. Integrins are the main cell surface receptors for proteins within the extracellular matrix (ECM)^40^. They contribute to cell movement and mediate adhesion junctions, which are essential for tissue integrity^41^. Integrin alpha 4 (Itga4), which we identified as a novel target of miR-182-5p, may play a crucial role in migratory events and we showed that it can affect cyst growth rate *in vitro*.

Considering our observations in this study, miR-182-5p should be a potential therapeutic target. We also observed that miR-182-5p inhibition by systemic injection of lentiviral particle-mediated inhibitory miRNA attenuated cyst progression *in vivo*. We confirmed that the expression of *Wasf2*, *Dock1*, and *Itga4* were restored in the miR-182-5p lentivirus-injected *Pkd1* ^f/f^:*Aqp2*-cre mice. However, miR-182-5p inhibition could not slow cyst growth in *Pkd2* ^f/f^:Aqp2-cre mice because *Wasf2*, *Dock1*, and *Itga4* play significant roles in *Pkd1* but not in *Pkd2* conditional KO mice. The miRNA and its target genes, other than miR-182-5p, may play more important regulatory functions in *Pkd2* conditional KO mice. Overall, we present strong evidence that miR-182-5p upregulation is *Pkd1*-dependently associated with defects in the actin cytoskeletal pathway, which can cause symptoms of PKD.

In conclusion, we applied a NGS-based methodology to identify several key miRNAs that are linked to *Pkd1* or *Pkd2* expression using two ADPKD mouse models, namely, conditional *Pkd1* or *Pkd2*-deficient mice. The miRNA-mRNA integrated data for cyst progression at three time-points revealed genome-wide correlations between molecular changes and disease phenotype. Additionally, we provided evidence of a direct link between the actin cytoskeleton and cystogenesis in ADPKD. Therefore, we suggest that these key miRNAs and their possible potential targets play a central role in cystogenesis in ADPKD.

## Methods

### Animal Models

Both the floxed *Pkd1* (*Pkd1* ^flox/flox^) containing loxP sites inserted in the genomic DNA flanking exon 2–5 of the *Pkd1* gene^26^ and floxed *Pkd2* (*Pkd2* ^flox/flox^) containing loxP sites flanking exon 3 and 4 of *Pkd2* gene mice^42^ were obtained from Dr. Stefan Somlo at Yale University. HoxB7-Cre transgenic mice, which specifically drives cre expression in the kidney collecting duct, was obtained from Minho Shong at Chungnam National University. To characterize the phenotype resulting from *Pkd1* or *Pkd2* inactivation in the collecting duct, *Pkd1* ^f/+^:HoxB7-Cre and *Pkd1* ^f/f^ or *Pkd2* ^f/+^:HoxB7-Cre and *Pkd2* ^f/f^ mice were mated to generate a conditional knockout mouse model. Age-matched littermates with *Pkd1* ^f/f^ or *Pkd2* ^f/f^ genotypes were used as controls. Genotyping was performed using previously described protocols^26^. Tail DNA was PCR-amplified for *Pkd1* ^f/f^ alleles using the forward primer 5′-CCGCTGTGTCTCAGTGCCTG-3′ and reverse primer 5′-CAAGAGGGCTTTTCTTGCTG-3′; for *Pkd2* ^f/f^ alleles using the forward primer 5′-GGGTGCTGAAGAGATGGTTC-3′ and reverse primer 5′-TCCACAAAAGCTGCAATGAA-3′. HoxB7-cre transgene expression was confirmed using the forward primer 5′-GCGGTCTGGCAGTAAAAACTATC-3′ and reverse primer 5′-GTGAAACAGCATTGCTGTCACTT-3′. All experimental procedures were performed in accordance with relevant guidelines and regulations on laboratory animal care. All experimental protocols were reviewed and approved by the IACUC at Sookmyung Women’s University.

### Cell culture and transfection

mIMCD cells were cultured in DMEM/F12 (Welgene, Korea) media with 10% (v/v) fetal bovine serum (FBS), and 1% penicillin-streptomycin (Welgene, Korea) in a humidified 5% CO_2_ atmosphere at 37 °C. Small interfering RNA (siRNA) targeting mouse *Wasf2*, *Dock1*, or *Itga4* (Bioneer, Korea) genes were transfected into mIMCD cells at 20 nM using Lipofectamine RNAiMAX reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions for 24 to 48 h. miRNA mimics and inhibitors for mmu-miR-182-5p (Ambion) were reverse-transfected into mIMCD cells at 10 nM using siPORT NeoFX transfection reagent (Ambion) for 24 to 48 h. The control experiments were transfected with scramble miRNA (Pre-miR miRNA Precursor and miR-Vana miRNA inhibitor Molecules, Negative Control #1, Ambion).

Three-dimensional (3D) cell culture was performed according to previously reported protocol^43^. Briefly, suspended mIMCD cells (1 × 10^4^ cells/well) were mixed with Matrigel at a 1:1 ratio and plated in 8-well chamber slides. Cells in Matrigel were grown in a humidified 5% CO_2_ atmosphere at 37 °C for 5 days. After 5 days in 3D culture, phase contrast images of individual spheroids were obtained by a light microscope (IX70, Olympus) and cyst area was measured using ISP capture software (Olympus).

### Immunostaining, immunofluorescence microscopy, and western blots

Kidneys were fixed in 4% paraformaldehyde overnight, then paraffin-embedded. 5 μm-width sections were deparaffinized in three changes of xylene, followed by rehydration in an ethanol series. Sections were heated in 0.01 M citric acid (pH 6.0) for antigen retrieval and blocked with blocking solution for 1 h at room temperature followed by overnight incubation with the appropriate primary antibody at 4 °C. Primary antibodies used for immunostaining were: Rhodamine-labeled DBA (RL-1032, Vector laboratory), Fluorescein-labeled LTL (FL-1321, Vector laboratory), Wasf2 (H-110, Santa Cruz Biotechnology, sc-33548), Dock1 (H-4, Santa Cruz Biotechnology, sc-13163), and Itga4 (H-210, Santa Cruz Biotechnology, sc-14008).

For phalloidin staining of the actin cytoskeleton in kidney tissues, tissues were fixed in 4% paraformaldehyde in PBS and embedded in OCT. Cryosections were blocked with 1% BSA in PBS for 1 h at room temperature and incubated with rhodamine-labeled phalloidin (Invitrogen, Catalog #R415) diluted 1:500 overnight at 4 °C. Slides were mounted using mounting medium with DAPI (Vector laboratory).

For immunocytochemistry, cultured cells were fixed in 4% paraformaldehyde for 10 min at room temperature, and then washed three times with PBS. Cells were permeabilized with 0.2% Triton X-100 containing 5% v/v bovine serum albumin, and incubated with the appropriate primary antibody at 4 °C overnight. Images were obtained with a confocal laser scanning microscope (LSM-700, Carl Zeiss).

For western blot analysis, equal amounts of protein were analyzed in duplicate by SDS-PAGE and electro-transferred to a polyvinylidene fluoride (PVDF) membrane (ATTO, Japan). Primary antibodies were diluted at 1:200~1:1000 in 1% skim milk in PBST at 4 °C overnight and secondary antibodies were incubated for 1 h at room temperature. Anti-β-actin (Bethyl Laboratories, Montgomery, TX, USA) was used as a loading control. Immunoreactive proteins were detected by horseradish peroxidase–conjugated secondary antibodies and enhanced using chemiluminescence (ECL) reagents (GE Healthcare Life Sciences, Piscataway, NJ).

### Cystic index measurement and renal function test

The tubular cyst formation areas were quantified in whole kidney sections of *Pkd1* ^f/f^:HoxB7-Cre and *Pkd2* ^f/f^:HoxB7-Cre mice over time. Two sections from the mid-sagittal region of each kidney were analyzed on P1, P3, and P7 for each mouse model (n = 3). Whole kidney images stained with tubule markers were obtained using the scan slide module in a confocal laser scanning microscope (LSM-700, Carl Zeiss). Total kidney area and cystic area with DBA signal were measured using the tools provided by LSM-700. The total kidney area was divided into four parts according to their sizes: non-cystic area, dilated tubules (<1 × 10^5^ μm^2^), small cysts (1 × 10^5^–10^6^ μm^2^), and large cysts (>1 × 10^6^ μm^2^). Cyst index = (total cystic area/total kidney area) × 100 (%).

To investigate renal function, serum was isolated from blood samples using Vacutainers (BD Biosciences) and blood urea nitrogen (BUN) analysis was performed by Dr. Chulho Lee’s laboratory using a Hitachi 7150 Clinical Analyzer (KRIBB, Daejeon, Korea).

### Small RNA and mRNA sequencing, alignment, and normalization

Total RNA was isolated using TRIzol according to the manufacturer’s protocol (Invitrogen Life Technologies). To estimate expression levels and to determine alternatively spliced transcripts, the RNA-Seq reads were mapped to the mouse genome (*Mus musculus*, version mm10) downloaded from the UCSC website (http://genome.uscs.edu) using TopHat v2.1.0^44^, which is capable of reporting split-read alignments across splice junctions. Read counts of representative genes and their isoforms were measured by HTSeq^45^ with default options using RefSeq annotation as a reference. Read counts under ten counts in at least three samples were filtered out before normalization, and normalization was performed using the TMM method^46^. Statistical significance of the transcript expression data was determined with criteria (two-fold change and false discovery rate (FDR < 0.05)) from the edgeR^30^ Deseq2^31^ implemented in the Bioconductor package. Differentially expressed genes (DEGs) were identified by pairwise comparisons between WT and KO groups at each time point. The DEG sets were collected for all three time points by combining the lists obtained by edgeR and Deseq2. Hierarchical clustering for DEGs was performed using complete linkage and Euclidean distance as a measure of similarity. All statistical analysis and visualization of differentially expressed genes was conducted using R 3.2.3 (www.r-project.org).

For miRNA-Seq analysis, raw reads were trimmed by removing the 3′ adaptor sequence and retaining more than 17 bp of the read sequence. For read mapping of miRNA, trimmed reads were aligned against the mouse genome or aligned to the known mature & hairpin miRNAs (miRBase version 21^47^, June, 2014) by the miRdeep2 program^48^. Raw read counts for miRNA were filtered and normalized by the same process of RNA-Seq data analysis. Differentially expressed miRNAs (DEmiR) were classified as genes having a 2 fold-change and P-value < 0.05. The DEmiR sets were determined for all three time points by combining the lists obtained by edgeR and Deseq2.

### Integration of miRNA-mRNA data

We performed mRNA-miRNA data integration for matched samples in each data set. First, the DEG set and miRNA set were used to calculate Spearman’s rank correlation between miRNA and mRNA expression in all data sets. This approach assumed that the expression of a given miRNA is negatively correlated with the mRNA expression of its targets. For miRNAs with the potential to regulate mRNA, a correlation test was performed in R to determine if the miRNA was statistically significant with a P-value < 0.05 and a negative correlation coefficient. Then we retained putative miRNA-target mRNA pairs with a relationship using miRwalk v2.0^49^ (http://zmf.umm.uni-heidelberg.de/apps/zmf/mirwalk2/), a database that supplies the largest available collection of predicted and experimentally verified miRNA-target interactions.

### Pathway and networking analysis

Putative target gene sets of differentially expressed miRNAs were evaluated by QIAGEN’s Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity) for biological functions and canonical pathways or networks. Then, we identified canonical pathways associated with ADPKD phenotype by identifying genes correlated with miRNAs. The network analysis tool Cytoscape v3.3 (http://cytoscape.org/) was used to find the putative target genes for the predicted miRNAs in canonical pathways. Specially, gene-gene interactions were obtained from Pathway Studio^50^ to identify highly connected modules within a canonical pathway.

### Quantitative real-time RT-PCR

To detect mRNA expression, total RNA (2 μg) was reverse-transcribed using M-MLV Reverse Transcriptase (Promega), 100 nM oligo-dT, 1 mM dNTP mixture, and RNase inhibitor. Mouse 18S rRNA, detected with the forward primer 5′-GTAACCCGTTGAACCCCATT-3′ and reverse 5′-CCATCCAATCGGTAGTAGCG-3′, was used as an endogenous control. Quantitative real-time PCR was performed using the real-time SensiMixPlus SYBR kit as described in the manufacturer’s instructions (Quantance, London, UK).

To detect miRNA expression, cDNA was prepared from total RNA (500 ng) using a miScript II RT kit (Qiagen) according to the manufacturer’s protocol. Real-time PCR quantification of mature miRNA was performed using target-specific miScript Primer Assays (Qiagen) and the miScript SYBR Green PCR Kit (Qiagen) according to the manufacturer’s protocol.

### 3′UTR reporter analysis

The 3′UTR of mmu-miR-182-5p candidate target mRNAs were amplified by PCR using PrimeSTAR GXL DNA polymerase (Takara Bio Inc., Japan) and cloned into the *Xho*I and *Not*I site of a psiCHECK-2 vector (Promega) using an In-Fusion HD Cloning kit (Takara Bio Inc., Japan). The seed sequences of miR-182-5p were mutated using a PCR-based approach. For transfection, mIMCD cells (2 × 10^5^) were plated into 6-well plates and 1.5 μg of luciferase constructs and 15 nM of negative control mimics or mmu-miR-182-5p mimics (Ambion) were co-transfected into the cells one day after seeding using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instruction. Cells were collected after 36 h for experiments and luciferase activity was measured by a Dual Luciferase Assay system (Promega). All transfection experiments were performed in triplicate and at least three times.

### Section microRNA ***in situ*** hybridization

Kidneys were dissected at postnatal day 7 and subsequently fixed in 4% paraformaldehyde (PFA) overnight. After fixation, tissues were embedded in paraffin and sectioned at a thickness of 7 μm. Sections were incubated at 60 °C for deparaffinization using Histoclear II (National Diagnostics), re-hydrated through a graded series of alcohol washes and 1X DEPC-PBS. The specimens were treated with 10 μg/ml proteinase K for 5 min at 37 °C. Sections were incubated in pre-hybridization buffer (50% formamide, 5× SSC, 0.1% Tween-20, 50 ug/ml heparin, 500 ug/ml yeast tRNA) at 53 °C for 1 hr. Hybridization was conducted at 53 °C for overnight using miR-182 locked nucleic acid (LNA) modified probe (Exiqon). Sites of hybridization were detected using alkaline phosphatase-conjugated DIG antibody (Roch) at a 1:1,000 dilutions, RT for overnight, followed by NBT/BCIP AP substrate color development (Roche).

### Statistical analysis

Each experiment was repeated at least three times throughout the study. Data were reported as means ± SD. Statistical significance was determined by Student’s *t*-tests when only two groups were compared (GraphPad Software, San Diego, CA). *P* < 0.05 was considered significant.

### Accession codes

mRNA and Small RNA sequencing data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) Database under the accession code GSE86509 and in the Korean Bioinformation Center (KOBIC)’s database under the accession codes KBRS20160928_0000001 ~ KBRS20160928_0000072.

## Electronic supplementary material

Suppplementary figures

Suppplementary Table S1

Suppplementary Table S2

Suppplementary Table S3

Suppplementary Table S4

Suppplementary Table S5

Suppplementary Table S6

# Supplementary material for: Profiling of miRNAs and target genes related to cystogenesis in ADPKD mouse models
**Source:** Sci Rep. 2017 Oct 26;7:14151. doi: 10.1038/s41598-017-14083-8
**Supplement:** Supplementary file 1 — Suppplementary figures

## **Profiling of miRNAs and target genes related to cystogenesis in ADPKD mouse models**

Yu Mi Woo<sup>1#</sup>, Do Yeon Kim<sup>1#</sup>, Nam Jin Koo<sup>2#</sup>, Yong-Min Kim<sup>2</sup>, Sunyoung Lee<sup>1</sup>, Je Yeong Ko<sup>1</sup>, Yubin Shin<sup>1</sup>, Bo Hye Kim<sup>1</sup>, Hyowon Mun<sup>1</sup>, Seonju Choi<sup>1</sup>, Eun Ji Lee<sup>1</sup>, Jeong-Oh Shin<sup>3</sup>, Eun Young Park<sup>1</sup>, Jinwoong Bok<sup>4</sup>, and Jong Hoon Park<sup>1,\*</sup>

<sup>#</sup>These authors contribute equally to this work.

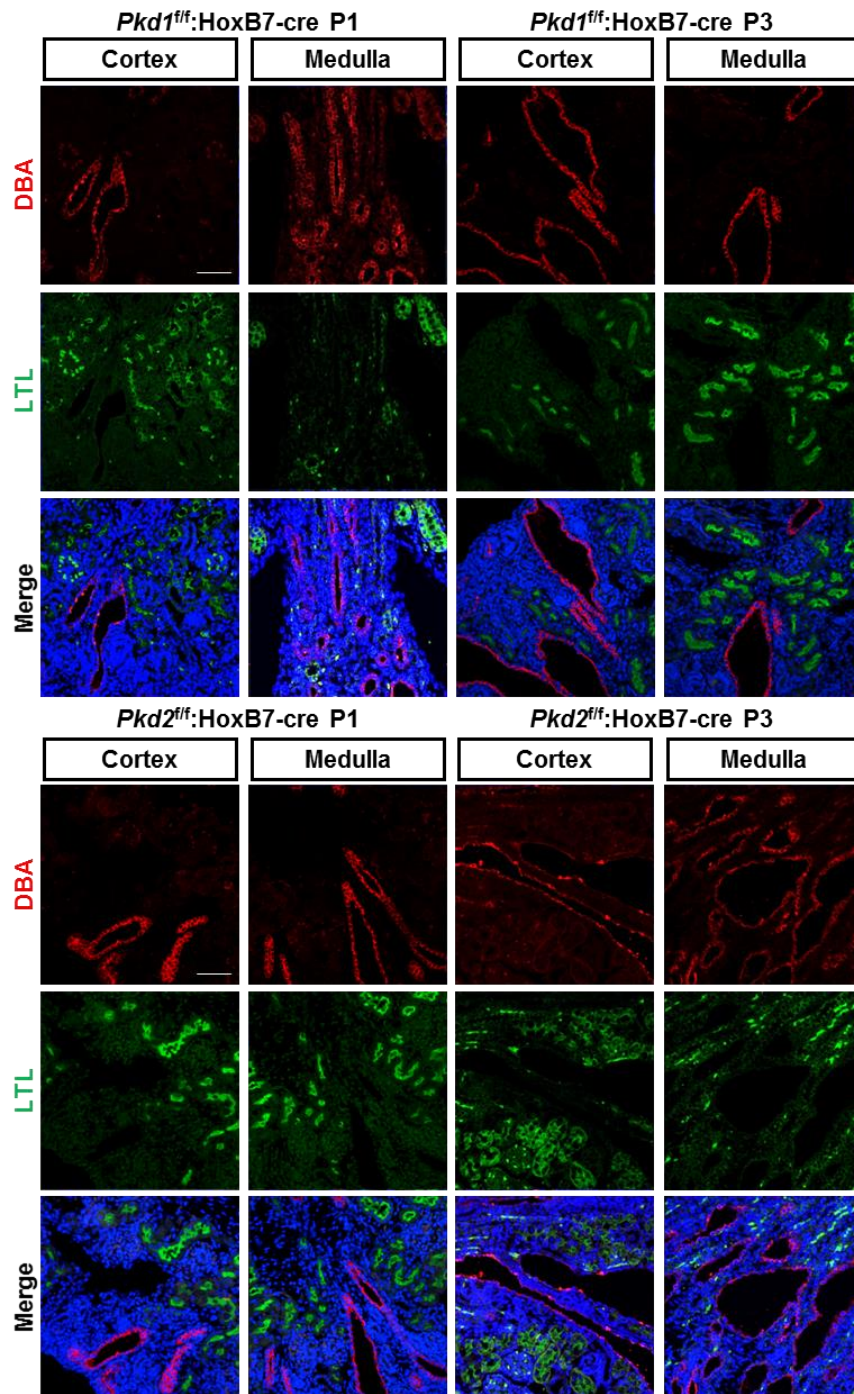

**Supplementary Figure 1.** Image of DBA-positive cysts in *Pkd1<sup>fl/fl</sup>:HoxB7-cre* and *Pkd2<sup>fl/fl</sup>:HoxB7-cre* at postnatal days P1 and P3. Magnification images of DBA-positive cysts in cortex and medulla regions from *Pkd1<sup>fl/fl</sup>:HoxB7-cre* and *Pkd2<sup>fl/fl</sup>:HoxB7-cre* mice at P1 and P3. Red indicates collecting duct, green indicates proximal tubule, and blue indicates the nucleus. Scale bars represent 50 μm.

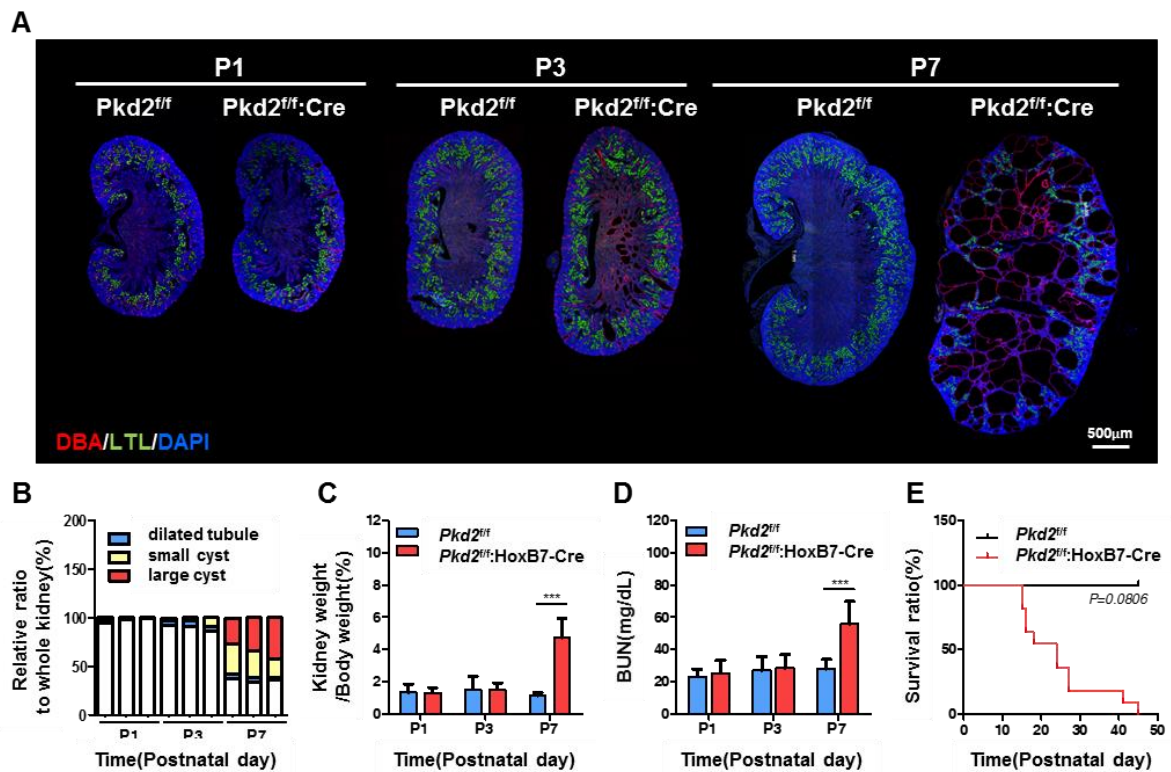

**Supplementary Figure 2. Phenotype of *Pkd2* conditional knock out mouse in kidney collecting duct.** (A) Kidney tissue from postnatal day 1, 3, and 7 of *Pkd2*<sup>fl/fl</sup> control mice, and *Pkd2*<sup>fl/fl</sup>;HoxB7-Cre experimental mice detected by fluorescent immunohistochemistry. Red indicates collecting duct, green indicates proximal tubule, and blue indicates the nucleus. (B) The sum of single cyst areas to whole kidney area. (C) The ratio of kidney weight to body weight of *Pkd2*<sup>fl/fl</sup> and *Pkd2*<sup>fl/fl</sup>;HoxB7-Cre mice. (D) Blood Urea Nitrogen level in *Pkd2*<sup>fl/fl</sup> and *Pkd2*<sup>fl/fl</sup>;HoxB7-Cre mice. n(*Pkd2*<sup>fl/fl</sup>)=10, n(*Pkd2*<sup>fl/fl</sup>;HoxB7-Cre)=10. (E) Survival rate of *Pkd2*<sup>fl/fl</sup> and *Pkd2*<sup>fl/fl</sup>;HoxB7-Cre mice. n=10. Data are presented as mean  $\pm$ SD of three independent experiments in triplicate. \*\*\*, P < 0.001.

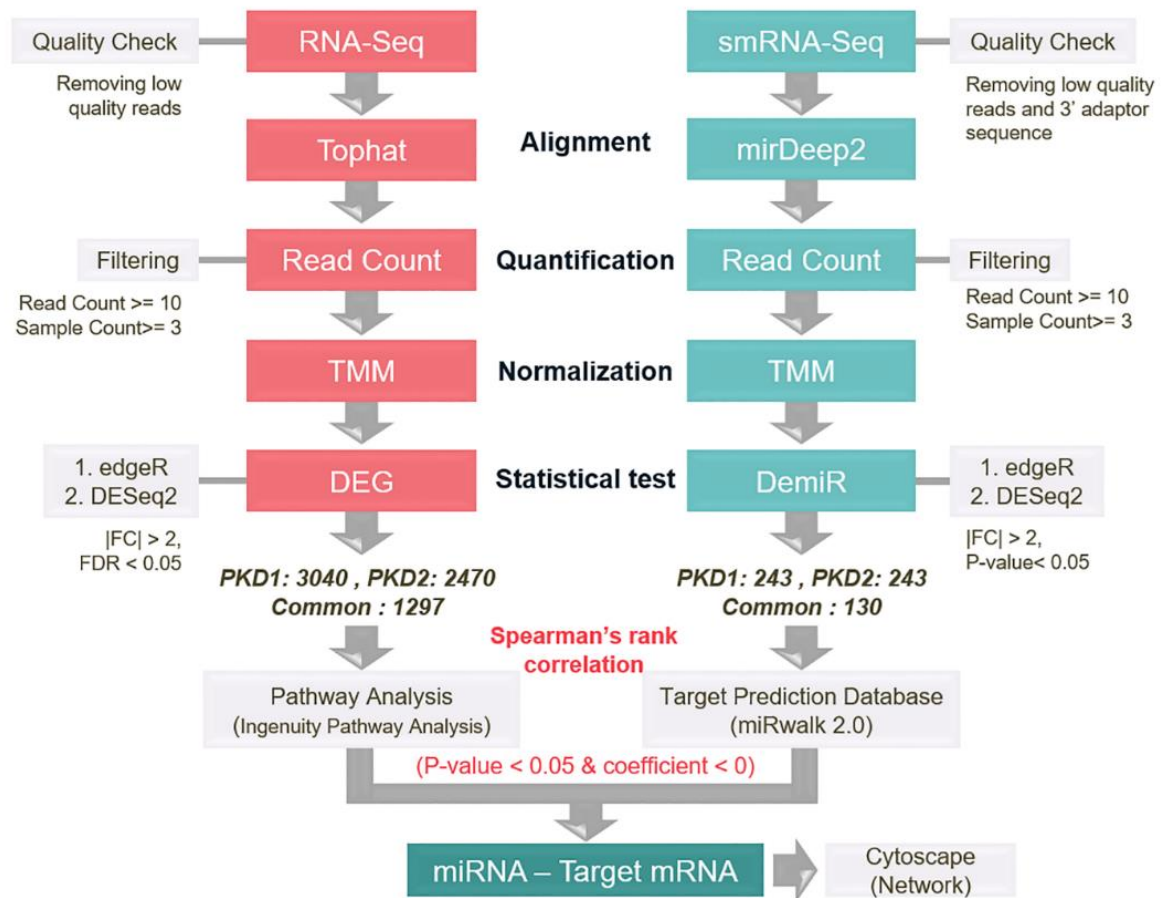

**Supplementary Figure 3. Scheme of parallel analysis for RNA-seq and miRNA-seq.** The kidney tissues of two mouse models at P1, P3, and P7 were analyzed by both miRNA-seq and RNA-seq. Expressions were measured by read counts based on known sequences. Significantly differentially expressed miRNAs (DEmiRs) and genes (DEGs) were identified using edgeR and Deseq2. Finally, 1,297 transcripts and 130 miRNAs were common in both mouse models. Selected DEGs and DEmiRs were tested by correlation analysis, and then pathway analysis was performed.

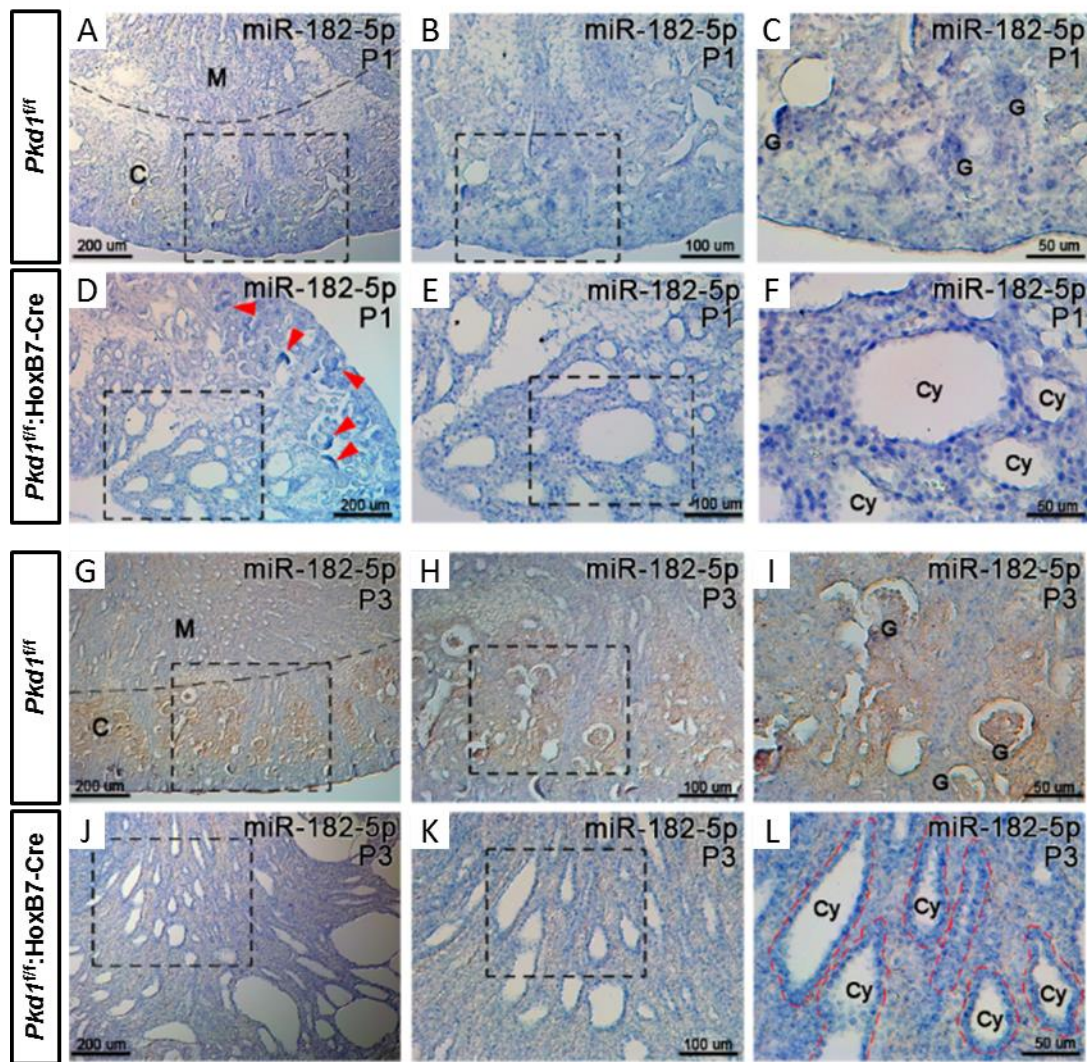

**Supplementary Figure 4. Expression pattern of miR-182-5p during cystic kidney progression at postnatal days P1 and P3.** (A-F) Representative section ISH for miR-182-5p from *Pkd1<sup>fl/fl</sup>* and *Pkd1<sup>fl/fl</sup>;HoxB7-Cre* mice kidney demonstrates that miR-182-5p was detectable at P1. (G-L) ISH revealed that the overall region in P3 control kidney showed decreased expression compared to the P1 kidney, including the glomerulus and renal tubule. In the *Pkd1<sup>fl/fl</sup>;HoxB7-Cre* mice kidney, miR-182-5p was strongly expressed in the cystic epithelial lining, but not in connective tissue near cysts at P3. M, medulla; C, cortex; G, glomerulus; Cy, cyst; red arrowhead, miR-182-5p-expressing glomerulus in the *Pkd1<sup>fl/fl</sup>;HoxB7-Cre* mice kidney; black dotted box, high magnification region; red dotted line, cyst lining epithelial cells. Scale bars indicate 200  $\mu$ m in A, D, G, and J; 100  $\mu$ m in B, E, H, and K; 50  $\mu$ m C, F, I, and L.

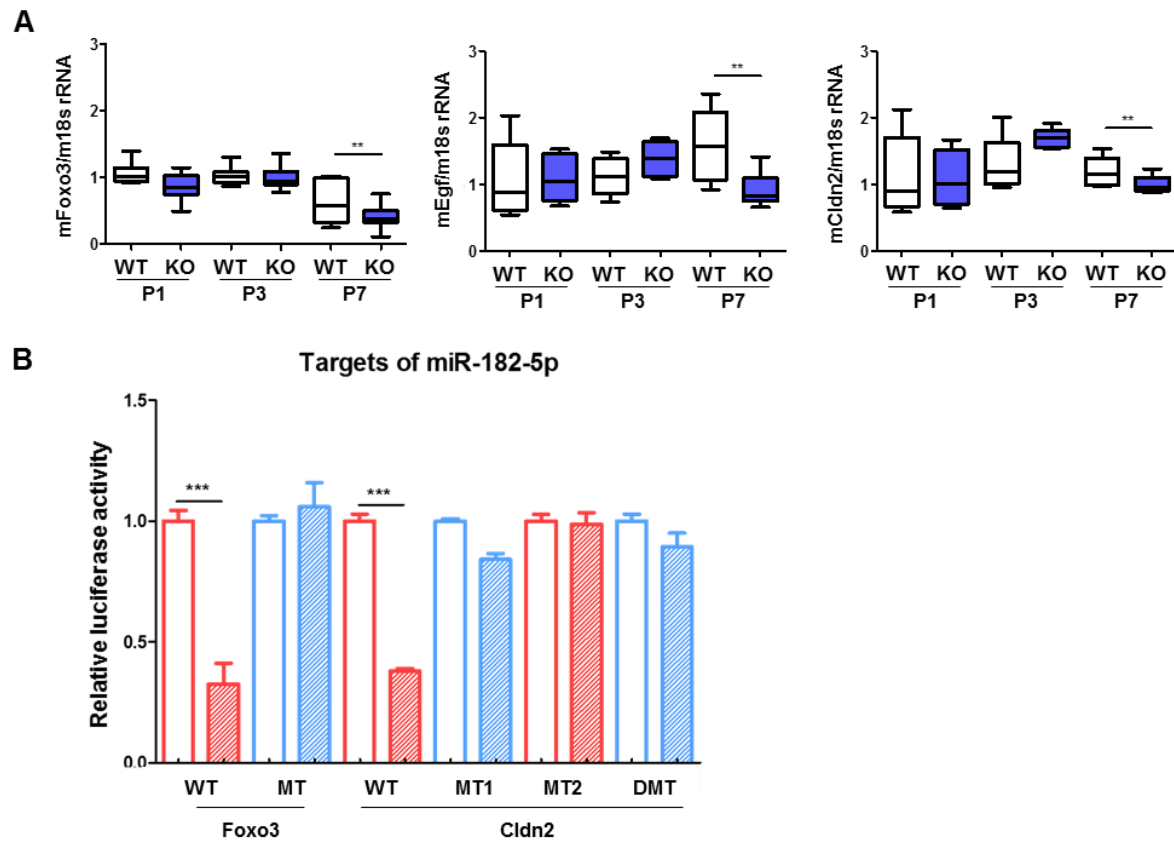

**Supplementary Figure 5. Validation of candidate target mRNAs of miR-182-5p.** (A) Candidate target mRNAs of miR-182-5p were confirmed in the kidneys of *Pkd1<sup>flf</sup>*:HoxB7-Cre at postnatal days P1, P3, and P7 using quantitative real-time RT-PCR. Target mRNAs included genes related with cystogenesis and the actin cytoskeleton (*Egf*, *Foxo3*, *Cldn2*). *18s rRNA* was used as an internal control for miRNA and mRNA. The experiment was performed in triplicate.  $n \geq 3$  for each time point. (B) Relative 3'UTR luciferase activity of *Foxo3* and *Cldn2* genes upon transfecting mIMCD cells with Negative Control mimic (NC mimic) or miR-182-5p mimic. Mutating the seed sequence of miR-182-5p induced rescued luciferase activity of the psiCHECK-2 vector. WT (wild type), MT (mutant type), DMT (double mutant type). Data are presented as mean  $\pm$ SD of three independent experiments in triplicate. \*\*\*,  $P < 0.001$ ; \*\*,  $P < 0.01$ .

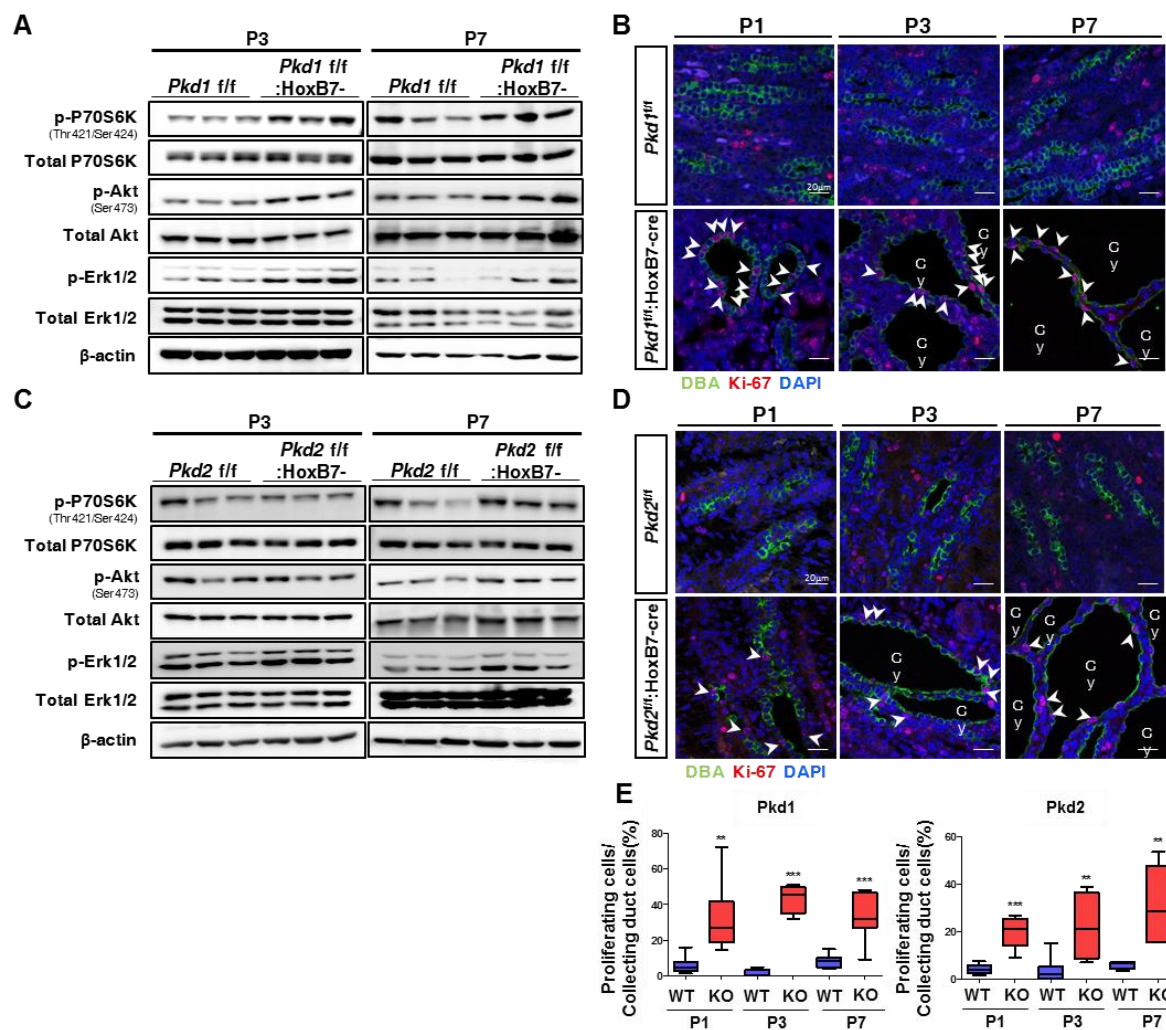

**Supplementary Figure 6. Both *Pkd1* and *Pkd2* conditional knockout mouse models show increased ERK/MAPK and Akt/mTOR signaling and cell proliferation. (A, C)** Proteins were obtained from *Pkd1*<sup>fl/f</sup>, *Pkd1*<sup>fl/f</sup>:HoxB7-Cre, *Pkd2*<sup>fl/f</sup> and *Pkd2*<sup>fl/f</sup>:HoxB7-Cre mouse models at P3 and P7 time points. Molecules in ERK/MAPK and Akt/mTOR pathways were examined by western blotting. **(B, D)** Ki-67 stained cells were observed in *Pkd1*<sup>fl/f</sup>:HoxB7-Cre and *Pkd2*<sup>fl/f</sup>:HoxB7-Cre mouse models compared to control mice. **(E)** Two graphs showed percent of DBA positive cells per Ki-67 positive cells in *Pkd1*<sup>fl/f</sup>, *Pkd1*<sup>fl/f</sup>:HoxB7-Cre, *Pkd2*<sup>fl/f</sup> and *Pkd2*<sup>fl/f</sup>:HoxB7-Cre mouse models at P1, P3, and P7. \*\*\*,  $P < 0.001$ ; \*\*,  $P < 0.01$ .

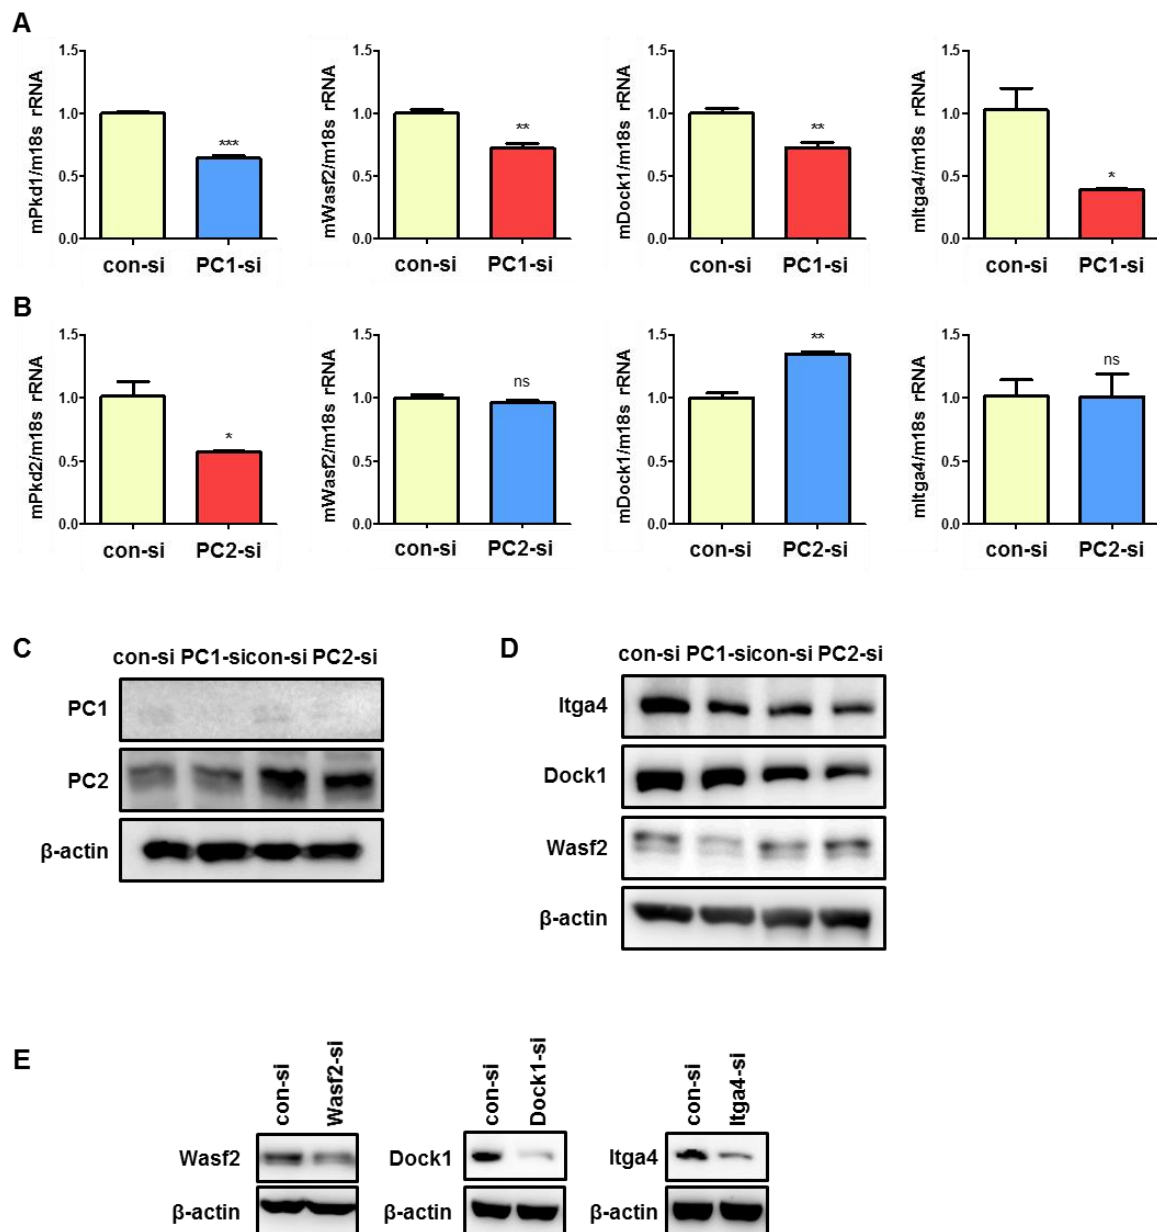

**Supplementary Figure 7. Confirmation of mRNA expression levels in mIMCD spheroids. (A, B)** After 6 days of mIMCD culture in matrigel, PC1/PC2 siRNA-transfected mIMCD spheroids were recovered. *Pkd1* or *Pkd2* expression level was verified and target genes (*Wasf2*, *Dock1*, and *Itga4*) of miR-182-5p were confirmed in PC1/PC2-siRNA transfected mIMCD spheroids, respectively. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ . **(C)** Protein levels of PC1 and PC2 were detected in PC1- or PC2-transfected mIMCD spheroids, respectively, by western blotting analysis. **(D)** Immunoblotting showed protein levels of *Wasf2*, *Dock1*, and *Itga4* in recovered mIMCD spheroids. **(E)** Protein levels of *Wasf2*,

Dock1, and Itga4 observed upon transfection with Wasf2, Dock1, and Itga4-siRNA were confirmed by western blot analysis.  $\beta$ -Actin was used as an internal control.

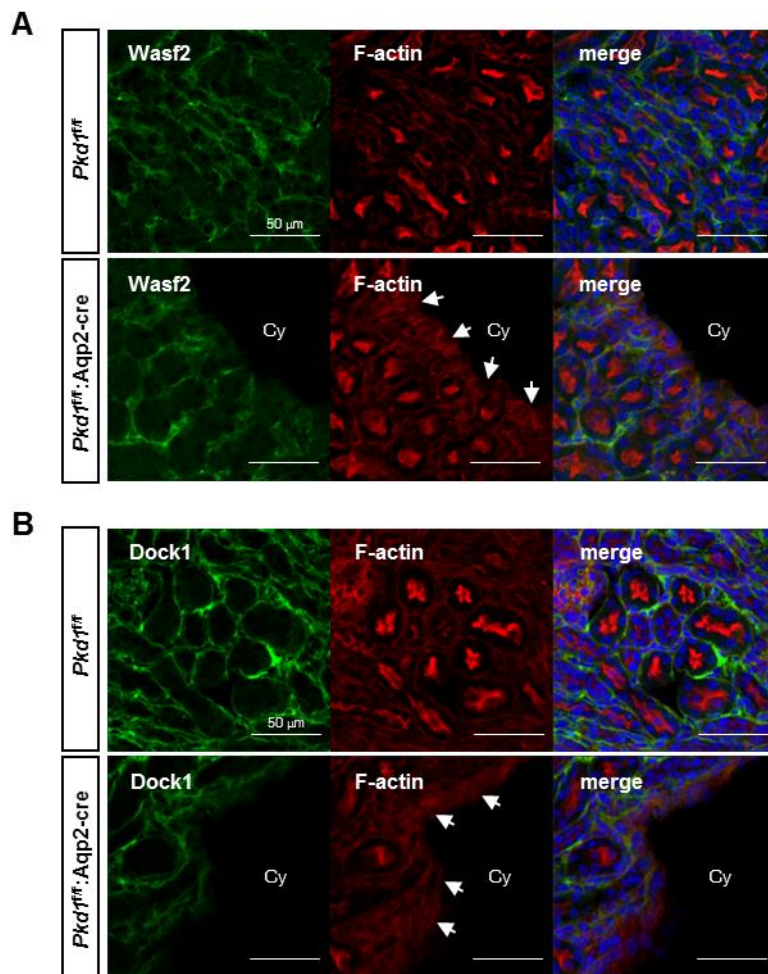

**Supplementary Figure 8. *Pkd1* conditional knockout mouse models showed actin cytoskeleton defects in cyst-lining epithelial cells. (A, B)** Defective actin cytoskeleton structure was observed by rhodamine-labeled phalloidin staining in *Pkd1<sup>fl/fl</sup>;Aqp2-Cre* mouse kidney tissues relative to controls. Expression of Wasf2 and Dock1 in *Pkd1<sup>fl/fl</sup>;Aqp2-Cre* mouse kidney tissues decreased compared to controls. Scale bars represent 50  $\mu$ m. Arrows point to the cyst-lining epithelial cells. Cy, cyst.

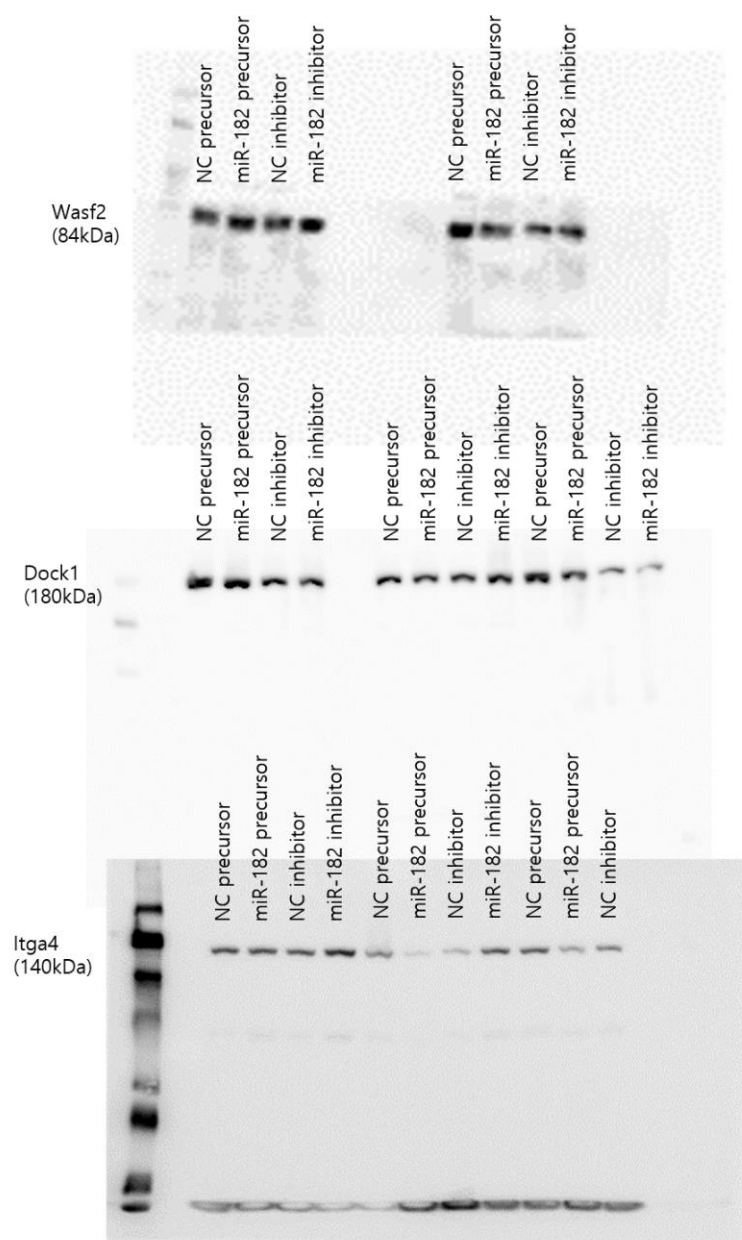

**Supplementary Figure 11. The complete western blots of Figure 5A**

(Supplied separately excel files)

**Supplementary Table S1. The list of differentially expressed genes (DEGs) in *Pkd1* conditional knockout mice**

**Supplementary Table S2. The list of differentially expressed miRNAs (DEmiRs) in *Pkd1* conditional knockout mice**

**Supplementary Table S3. The list of differentially expressed genes (DEGs) in *Pkd2* conditional knockout mice**

**Supplementary Table S4. The list of differentially expressed miRNAs (DEmiRs) in *Pkd2* conditional knockout mice**

**Supplementary Table S5. Ingenuity Pathway Analysis in *Pkd1* conditional knockout mice to determine biological functions and canonical pathways**

**Supplementary Table S6. Ingenuity Pathway Analysis in *Pkd2* conditional knockout mice**

How the deposited data were processed for this re-analysis (not part of the article)

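RNA-seq of kidney tissue was analysed in the Pkd1 and Pkd2 models, with 3 KO and 3 WT mice at each of P1, P3 and P7. The authors mapped the reads to mm10 with TopHat and counted them with HTSeq, default options and RefSeq annotation, and the deposited table holds these raw read counts for RefSeq transcript identifiers. The filter and TMM normalization that the Methods describe are not applied in it. The condition, time point and replicate number of each of the 36 libraries come from the column labels and the sample records. The miRNA-seq, qPCR, protein and imaging experiments were not analysed here.

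Identifiers were paired with gene symbols through a RefSeq table of GRCm38.p6, the assembly of mm10, for 28978 of the rows in the table. Length and GC content were found for 29063 rows. Where a gene has several transcripts, the one with the highest mean count was used for the values of that gene. Genes named in the text are those the paper names, the deleted genes, the 3 largest rises and falls at P7 among transcripts with an adjusted p under 0.05, at least 100 normalized counts in the higher group and no overlap of KO and WT, the 3 smallest adjusted p values at P1 and P3, the largest shared changes, the Y-linked genes and Mki67. Any other gene is said to have been chosen after its values were seen.

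Transcripts with at least 10 counts in at least 3 of the 18 libraries of a model were tested, 12527 for Pkd1 and 12633 for Pkd2, of which 12343 were tested in both. KO and WT libraries of one model and time point were compared with edgeR's quasi-likelihood test, TMM factors and Benjamini-Hochberg adjustment at 0.05, without a minimum fold change. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. Differences of the KO effect between time points and between models were tested as interactions in edgeR. R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, sva 3.50.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used.

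Replicate numbers come from the labels, and the paper states that controls were littermates of KO mice without saying which mice share a litter or a batch. Fits with the number as a block were therefore run beside those without it. The other alternatives were DESeq2, edgeR's exact test, the lists of both combined, RLE factors, no low-count filter, at least 10 counts in every library, a minimum change of 2-fold, a correction for GC content and transcript length, 1 surrogate variable, removal of the Y-linked genes, the presence of Y-linked counts as a covariate, all 18 libraries of a model in one fit, and leaving out each library in turn. The main test, these alternatives and the rule for named genes were set before the data were examined. The lists of the supplementary tables had been read by then.

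The steps were tested on simulated data, with negative binomial counts drawn for 12343 transcripts from the means, dispersions and library sizes of the P7 kidneys and 200 transcripts changed by 2-fold or 4-fold. edgeR's quasi-likelihood test recovered 84.5% of them with 13 false calls, DESeq2 92.5% with 42, the exact test 92.5% with 41, the block 81.0% with 17 and the interaction 71.0% with 8. With no transcript changed, 0 were called. Changed transcripts were taken only from those above a minimum mean count, and each transcript was drawn independently. Deviations shared by many transcripts of a library, as seen in Pkd1 at P1, were not simulated. These rates therefore need not hold for the real libraries. Library totals ran from 7179152 to 15850818 counts. The chi-square per transcript between replicate pairs of a group was between 5.15 and 64.0 over 36 pairs. The spread between libraries, and not counting error, thus set the precision. It does not separate differences between mice from those of library preparation. Isoforms, paralogs and overlapping genes whose reads the counting could split are uncertain, since the count table holds no record of shared reads.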

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

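The tests in this part were chosen, or their outcome was known, only after the results they address had been seen. A change of the KO effect in Pkd1 kidneys between P1 and P7 passed edgeR's interaction test for 971 transcripts, 458 with a higher and 513 with a lower effect at P7, which is a tested difference between time points. The same test of P3 against P1 gave 0, with 430 at an unadjusted p under 0.05. With the replicate block, a fit added after the data had been seen, it gave 4, all of them Y-linked, with 516 unadjusted. With the GC content and transcript length correction the number for P7 against P1 was 1226. Without the Y-linked genes it was 962, which says nothing on other genes that differ by sex. Of 32 regroupings that exchanged KO and WT within same-numbered pairs, 6 gave as many transcripts, and each of the 6 kept the P7 groups whole. The number therefore rests on the grouping at P7, and exchanging labels at P1 could raise it (highest, 1506).

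The 4 Y-linked genes, which the paper does not discuss, had counts in all 3 Pkd1 KO libraries at P7 and were at the floor in the 3 WT libraries. Ddx3y had 1566 normalized counts in KO, Eif2s3y 1840, Kdm5d 638 and Uty 412. At P1 the split ran the other way, with 0 of 3 KO libraries and 2 of 3 WT libraries holding Y-linked counts. Over the 36 libraries, 18 had between 3926 and 5041 Y-linked counts and 18 had between 0 and 5, which is a difference between male and female kidneys as a candidate explanation (tested with a value of 2, as follows). The 12 WT libraries of 4 groups that hold both kinds were compared, 6 with and 6 without Y-linked counts. Outside the Y-linked genes 2 transcripts were called, with 353 at an unadjusted p under 0.05. Those 2, Kdm6a and Eif2s3x, were named after their values were seen. Both were among the 1677 Pkd1 P7 calls outside the Y-linked genes that were tested in both models. The difference between these libraries had the sign of the P7 effect for 45.1% of the calls. Of these 12 libraries only 3, from Pkd2 WT kidneys, are of P7. A sex difference seen in WT kidneys at all ages thus does not account for most of the calls, while one that appears at P7 or only in KO kidneys was not tested in them. Adding the presence of Y-linked counts to the interaction gave 0 transcripts, with 749 at an unadjusted p under 0.05, in a fit where that covariate follows genotype, in opposite directions at P1 and P7, in all but 1 of the 12 libraries of those time points. Within the 6 libraries of Pkd1 at P7, genotype and the presence of Y-linked counts cannot be separated.

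The remaining technical explanations for the 1686 Pkd1 P7 calls were weighed next. After the GC content and transcript length correction 86.8% of them were still called. In Pkd2 KO at P7, from other mice, 93.0% of the 1681 calls tested in both models had the same sign. The real groups gave the largest number in 1 of the 4 splits that part every same-numbered pair, and the other 3 gave at most 0; with so few splits the share cannot fall under 0.05. In the fit of Pkd2 at P7 without WT replicate 3, all 5 libraries hold Y-linked counts. There, 93.5% of the 1677 Pkd1 calls outside the Y-linked genes and tested in both models had the same sign. Of the 1677, 839 were called, 835 of them with that sign. Neither sex nor variation between kidneys is thus likely to account for most of the Pkd1 P7 calls, and an effect of the KO is the remaining hypothesis. For a single gene called in Pkd1 alone, a part due to either is not excluded.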

How the results depend on the processing

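The alternatives are those listed under processing, and for each change in this part the cause was not tested. Main numbers of differentially expressed transcripts were 0, 1 and 1686 for Pkd1 at P1, P3 and P7, 0, 0 and 1776 for Pkd2, 770 in common, 10 for the genes of Fig. 2B called lower, 971 for P7 against P1 and 0 for Pkd1 against Pkd2.

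DESeq2 gave 2, 248 and 2763 for Pkd1 and 33 and 38 for Pkd2 at P1 and P3, 2902 over the Pkd1 time points, 1243 in common, 21 Fig. 2B genes, 1651 for P7 against P1 and 406 for the difference between models. The exact test gave 4 and 161 for Pkd1 at P1 and P3, 48 and 52 for Pkd2, and 19 Fig. 2B genes. The exact test or DESeq2 gave 4 and 264 Pkd1 transcripts at P1 and P3, 2900 in the number of Pkd1 P7 differentially expressed genes, 51 and 67 for Pkd2 at P1 and P3, 3044 over the Pkd1 time points, 1295 in common and 21 Fig. 2B genes. With at least 2-fold as well, these were 4, 52 and 1078, 30, 51 and 494 (Pkd2 at P1, P3 and P7), 1098 and 535 over the time points and 281 in common. A minimum of 2-fold on the main test gave 731 for Pkd1, 336 for Pkd2, 189 in common and 501 for P7 against P1. With all 18 libraries in one fit, Pkd1 had 4 at P1, 0 at P3 (839 unadjusted) and 3882 at P7 and over the time points, Pkd2 had 2 at P3, and 21 Fig. 2B genes were lower.

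With the replicate block, Pkd1 had 4, 2 and 704, Pkd2 had 1 at P1 and 2 at P3, 470 were in common and 2 Fig. 2B genes were lower. With the block and the GC content and transcript length correction, Pkd1 had 5, 0 (866 unadjusted) and 806, Pkd2 had 1 and 3, and 2 Fig. 2B genes were lower. The correlation of same-numbered libraries was within 0.1 of 0 in Pkd1 at P3 (0.0625) and in Pkd2 at P1 (-0.0966), P3 (0.0109) and P7 (0.0221), where the block gave 1515 with 1346 shared. The block gave 1197 for P7 against P1, 4 for P3 against P1 (0 without it; this fit was added after the data had been seen) and 0 for the difference between models (1622 unadjusted). The correction alone gave 3 for Pkd1 at P3 and 1 for the difference between models. One surrogate variable gave 3 and 934 for Pkd1 at P3 and P7, 1, 4 and 2811 for Pkd2, 935 and 2813 over the time points, 2 Fig. 2B genes, 1721 for P7 against P1 and 2 for the difference between models. No low-count filter gave 4 for Pkd1 at P3 and 1 for the difference between models. The Y-linked covariate gave 0 for P7 against P1 (749 unadjusted), 2 for the difference between models and 2020 for Pkd2 at P7, where it marks 1 WT library alone and so does not part sex from that kidney. It could not be fitted for Pkd1 at P3, where every library has Y-linked counts, nor at P7, where it equals genotype, and so gave no value for the Pkd1 total, the common number or the Fig. 2B genes. RLE factors, at least 10 counts in every library and removal of the Y-linked genes left each of these numbers within 1.5 times its main value.

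Leaving out 1 library at a time gave, for Pkd1, from 0 to 4 at P1 (unadjusted, 157 in the main test), 0 to 19 at P3 and 156 to 3191 at P7 and over the time points. For Pkd2 it gave from 0 to 0 at P1, 0 to 3 at P3 and 667 to 2059 at P7 and over the time points. The common number ran from 126 to 894, the Fig. 2B genes from 1 to 20, P7 against P1 from 314 to 2182 and the difference between models from 0 to 1449. The highest numbers for Pkd1 at P7, for P7 against P1 and for the difference between models came without WT replicate 3 of Pkd1 at P7.

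For named genes, 71 log2 fold changes, most of them at P7, were followed through the alternatives, and in 6 of 923 cases the sign reversed. Others, such as those of the Fig. 2B genes at P1 and P3, are not among the 71, and signs of small values reverse there too. In the 6 cases, Wasf2 in Pkd2 at P7 was 0.01 and became -0.0011 with DESeq2, -0.0012 with RLE factors and -0.0246 without KO replicate 2 (0.0652 without KO replicate 3), Pik3r1 in Pkd2 at P7 became 0.0378 without WT replicate 1 (-0.4558 without KO replicate 2), and the value named Pkd2 log2 fold change, Pkd1 P7, became 0.0848 with the correction and 0.0826 with the block and correction. Of the other cases, 140 were weaker and 81 stronger.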

Differences from the paper's values

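The paper's number of differentially expressed transcripts in Pkd1 KO mice is 3040, against 1686 here. Of the alternatives set before the data were examined, DESeq2 (2902), edgeR's exact test (2134), the exact test or DESeq2 (3044), the GC content and transcript length correction (2177) and all 18 libraries in one fit (3882) came within 1.5 times the paper's number. RLE factors (1701), no low-count filter (1778), at least 10 counts in every library (1717), a 2-fold minimum (731), the combined lists with a 2-fold minimum (1098), the replicate block (704), the block with the correction (806), one surrogate variable (935) and removal of the Y-linked genes (1682) did not. The paper's number common to both models is 1297, against 770 here. DESeq2 (1243), the exact test or DESeq2 (1295), the correction (954) and all 18 libraries in one fit (1013) came within 1.5 times it, and the exact test (864), RLE factors (782), no filter (801), at least 10 counts in every library (819), the 2-fold minimum (189), the combined lists with it (281), the block (470), the block with the correction (542), one surrogate variable (682) and removal of the Y-linked genes (773) did not. The Methods combine the lists of edgeR and DESeq2 and do not name edgeR's test. The combination of the exact test and DESeq2 was the setting nearest to the paper's numbers in both cases. The Methods also state a 2-fold minimum, under which none of these numbers was reached.

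Fig. 2B shows candidate targets that the paper describes as gradually changed, and 12 of its 24 genes were not called in Pkd1 KO at P7 in edgeR's quasi-likelihood test. Of these, Dock1 had an adjusted p of 0.0636, Pik3r1 0.0511 and Sept8 0.0900. DESeq2 called 23 of the 24 and the exact test 21, and all 18 libraries in one fit called 23. Sept8 was called by all 18 libraries in one fit (adjusted p 0.0245) and by neither DESeq2 (0.138) nor the exact test (0.0960). Foxo3, which the paper measured as a target mRNA by RT-PCR, had an adjusted p of 0.0549 here and 0.00273 with DESeq2. The label of Itga4 is printed more than once in Fig. 2B, with a higher value at P7 at one place, while its log2 fold change here was -0.74. At P1 and P3, where the paper's gradual change would begin, 0 of the 24 genes passed, while 157 and 1748 transcripts had an unadjusted p under 0.05. DESeq2 and the exact test called 3 of the genes at P3, namely Cdh6, Arhgap5 and Jun. The paper states that miR-182-5p regulates Wasf2, Dock1 and Itga4 in Pkd1-deficient and not in Pkd2-deficient mice. The tested difference between the models gave adjusted p values of 0.158, 0.299 and 0.435 for them. Unadjusted p values in that edgeR interaction test were 0.00525, 0.0549 and 0.136. A test that was not passed with 3 kidneys in each group does not show that the models are alike. The paper also examined these targets by RT-PCR, luciferase and protein experiments, which were not analysed here.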

Other observations

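The tests in this part were chosen, or their outcome was known, only after the results they address had been seen, except the comparison of GC trends between libraries. That comparison was added after the first GC test had been read and before its own value was computed.

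The genes of Fig. 2B varied together between kidneys of both genotypes. In the deviation shared by the KO and WT library of one number in Pkd1 at P1, their median lay at percentile 0 of 10000 random lists matched on expression for replicate 3 (-0.36, with 22 of the 24 genes lower) and at percentile 100 and 100 for replicates 1 and 2. The deviations sum to 0, so these are not 3 independent values. Across transcripts, that of replicate 3 had a Spearman correlation of 0.42 with the Pkd1 P7 effect and 0.15 with the Pkd2 P7 effect. In Pkd2 KO at P7, 3 of the 24 genes were called lower in the main test, which a difference between the models could also give. The real Pkd1 P7 groups were 1 of 4 splits with 10 genes called lower, and the other 3 gave at most 0. As a list, the lower Fig. 2B genes in Pkd1 KO may reflect genotype or variation between kidneys unrelated to it, which these tests do not part. Egf, called in each model in all 6 fits that left out one library, is less open to the second.

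In Pkd1 at P3 the KO effect rose with GC content across transcripts (Spearman correlation 0.46). The tests of GC content differ. The number of transcripts with an unadjusted p under 0.05 was 1748 without and 907 with the correction, and how many are the same transcripts was not counted. The limit used was an equal split of the first number, which the second is just above. The trend of a library on GC content differed between KO and WT by 0.169 log2 units per 10 points, with no overlap of the groups, and 1 of 12 groups, Pkd1 WT at P7, had a range among its 3 libraries as large (0.282). GC bias between libraries could thus contribute.

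In Pkd1 at P1, Pkd2 at P1 and Pkd2 at P3 the real groups gave 0 calls (157, 708 and 565 at an unadjusted p under 0.05), so that 4 of 4 splits had to give as many and the comparison tells nothing. Among the 6 Pkd1 P1 splits that keep a same-numbered pair together, 1 gave 11 calls, and the unadjusted number reached 2194. In Pkd1 at P3 it was 1 of 4, and 1 of the 6 splits that keep a same-numbered pair together gave 2. For Pkd2 at P7 it was 1 of 4. For the totals over the time points, 16 of 64 combined splits gave as many in each model, and for the common number 10 of 100 drawn. Each of these kept the real P7 groups. For the difference between models, 32 of 32 regroupings gave at least 0 transcripts (2130 unadjusted in the real one), so that comparison tells nothing either. The highest gave 4082, with the 3 pairs of 1 whole model exchanged. That regrouping sums the KO effects of the models and is not a null for their difference.

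Aldh1a1, Plet1 and Krt80 were higher in KO at P3 in both models. Urothelium in the tissue is a candidate source, tested with 6 markers listed before the test and after such genes had been seen to vary. Over deviations of the 36 libraries from their group means, Aldh1a1 had a Pearson correlation with the markers of 0.437 (Spearman 0.50, adjusted permutation p = 0.034 and 0.015), Plet1 0.684 (0.66, p = 0.00036 and 0.0013) and Krt80 0.404 (0.49, p = 0.022 and 0.015), from 100000 two-sided permutations within groups and adjusted over 3 genes. Without the 2 libraries farthest from the median, the Pearson correlations were 0.456, 0.691 and 0.373. The markers had a median log2 fold change of 0.10 in Pkd1 KO and 1.86 in Pkd2 KO at P3, with none called. Urothelium may therefore contribute to the rise in Pkd2 KO. In Pkd1 KO at P3 the log2 fold changes of the 6 markers ran from -0.68 to 1.40, and 5 were higher. Their summed normalized counts overlapped, from 596 to 1554 in KO and from 228 to 1963 in WT libraries. The median of 0.10 thus does not decide whether urothelium contributes to the rise in Pkd1 KO.

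Genes with several transcripts had low counts. Of 4726 such genes, 73.7% had a best transcript with a mean under 10 counts, against 35.0% of 15732 genes with one, and the medians were 1.08 and 157. Gapdh had 0 to 5 counts per library, and 6 of 7 Fn1 transcripts had 0; both were chosen after their values were seen. Reads shared by isoforms that were not counted may be the reason, which would limit what the table shows for such genes. Among them were Pik3r1, Sept8, Arhgap24, Prkcz, Crkl and Dlc1 of Fig. 2B, each with 2 or 3 transcripts. Dlc1 had the lowest log2 fold change of that list.

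Marker genes listed before the counts were read gave median log2 fold changes at P7 of -1.17 in Pkd1 KO and -0.64 in Pkd2 KO for proximal tubule, -0.95 and -0.65 for collecting duct, and 0.46 and 0.69 for proliferation. Mki67 had log2 fold changes of 0.41 and 0.56, with adjusted p values of 0.0498 and 0.0313 in edgeR's test. Adrenal markers summed to between 136 and 10610 normalized counts over the Pkd1 KO libraries at P7, to between 112 and 19030 over the Pkd2 KO libraries at P7 (181 to 192 in WT), and to between 179 and 73960 over the Pkd2 WT libraries at P3.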
